# The *-KTS* splice variant of WT1 is essential for ovarian determination in mice

**DOI:** 10.1126/science.add8831

**Published:** 2023-11-02

**Authors:** Elodie P Gregoire, Marie-Cécile De Cian, Roberta Migale, Aitana Perea-Gomez, Sébastien Schaub, Natividad Bellido-Carreras, Isabelle Stévant, Chloé Mayère, Yasmine Neirijnck, Agnès Loubat, Paul Rivaud, Miriam Llorian Sopena, Simon Lachambre, Margot M. Linssen, Peter Hohenstein, Robin Lovell-Badge, Serge Nef, Frédéric Chalmel, Andreas Schedl, Marie-Christine Chaboissier

## Abstract

Sex determination in mammals depends on the differentiation of the supporting lineage of the gonads into Sertoli or pre-granulosa cells that govern testis and ovary development, respectively. While the Y-linked testis-determining gene *Sry* has been identified, the ovarian-determining factor remains unknown. Here we identify -KTS, a major alternatively spliced isoform of the Wilms’ tumor suppressor WT1, as a key determinant of female sex determination. Loss of -KTS variants blocks gonadal differentiation in mice, whilst increased expression, as found in Frasier syndrome, induces precocious differentiation of ovaries independently of their genetic sex. In XY embryos, this antagonizes *Sry* expression, resulting in male-to-female sex reversal. Our results identify - KTS as an ovarian-determining factor and demonstrate that its time of activation is critical in gonadal sex differentiation.

In mice, sex is genetically determined by the constitution of the sex chromosomes. This leads to testis or ovary development in XY and XX embryos respectively, which in turn influences the sexual development of the whole individual. Prior to sex determination, WNT/β-catenin signaling mediated by R-spondin1(RSPO1) contributes to the proliferation of the gonadal progenitors in both sexes (1). In XY gonads, at around E(Embryonic day)11.5, RSPO1/WNT/β-catenin is downregulated and *Sry* and its direct target *Sox9* are up-regulated in a subset of progenitors derived from the overlying coelomic epithelium (2–4). These transcription factors induce Sertoli cell differentiation. Once differentiated, they no longer express *Sry* but express other genes including *Amh* (5–7) and establish the testis fate. In XX gonads, pre-granulosa cell differentiation occurs slightly later, around E12.0-12.5, as shown by their loss of bipotentiality (8–10), the de novo expression of the transcription factor FOXL2 (11), and the stabilization of RSPO1/WNT/β-catenin signaling (12, 13). However, the gene(s) initiating ovarian differentiation remained unknown (14).

One of the key factors in the early development of the gonad is the Wilms’ tumor suppressor WT1, a zinc finger transcriptional regulator (15). *WT1*(human)*/Wt1*(mouse) encodes two major alternative spliced isoforms that do or do not include the 3 amino acids KTS between the two last zinc fingers. These isoforms are named +KTS and -KTS respectively. Whilst -KTS acts as a transcriptional activator or repressor depending on the cellular context, the insertion of +KTS abrogates DNA binding and promotes the subnuclear localization of WT1 in nuclear speckles (16, 17). A simple imbalance of the ratio of both isoforms in favor of *-KTS* is the molecular basis of Frasier syndrome, characterized by male-to-female sex reversal (18, 19) associated with the downregulation of *Sry* as evidenced in the mouse model (20).

## Results

### Distribution of *-KTS* transcripts during gonadal development

To determine the distribution of WT1 splice variants in E11.5 XY mouse gonads, we carried out BaseScope in situ hybridizations. Scoring revealed cellular heterogeneity, with cells containing variable amounts of *+KTS* or *-KTS* transcripts (Fig. 1A, Fig. S1A). This observation was confirmed by single-cell RNA sequencing analysis of the splice junction reads obtained from sorted cells dissected from E11.5 mouse gonads (Fig. 1B). Next, we examined single-cell transcriptomic data of the supporting cell lineage in both sexes from E10.5 to E13.5 (8) (Fig. 1C, Fig. S1B). Although +*KTS* exhibits similar mRNA levels between XY and XX gonads at E10.5 and E11.5, *-KTS* transcripts are detected in greater amounts in XY gonads at E11.5 before increasing in XX gonads at E12.5, timepoints that coincide respectively with Sertoli and pre-granulosa cell differentiation.

### -KTS is required for the differentiation of the supporting cells

To address the contribution of *-KTS* to sex determination, we revisited the mouse model of *-KTS* ablation (*-KTS^-^/-KTS^-^* denoted *-KTS KO*) that results in gonadal dysgenesis (20) (Fig. S2A-B). 

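Gonads were taken around E12.0 from wild-type (WT) embryos, from -KTS KO embryos and from embryos unable to make the +KTS variant (+KTS KO), of both sexes. Each of these 6 groups was profiled in 2 independent libraries, 12 in all, from embryos with 20 to 26 tail somites. Tail somites were 24 to 25 in the WT, 20 to 25 in the -KTS KO, 23 and 20 in XX +KTS KO and 26 and 22 in XY +KTS KO. Several embryos are listed for XX -KTS KO replicate 2 and for both XY -KTS KO libraries, and 1 entry for each other library. A pool averages over embryos, so SDs of the -KTS KO and of the other groups may not be comparable. In this droplet method, the RNA of each cell is captured at its 3' end with a barcode for the cell and a unique molecular identifier (UMI) for the molecule, so that PCR copies are counted once. The methods name version 3 of the reagent kit and the sample labels name version 2, and no value given here depends on which was used. The authors counted UMIs per gene and barcode with Cell Ranger and deposited the counts without normalization. Over all barcodes, the XX WT libraries held 116415082 and 133657163 UMIs, and the XY WT libraries 131168401 and 124440461. The XX -KTS KO libraries held 112051686 and 113685146, and the XY -KTS KO libraries 109076740 and 116127249. The XX +KTS KO libraries held 147968666 and 108111924, and the XY +KTS KO libraries 110783306 and 139121649. As in the paper's methods, cells with at least 1000 genes and at most 10% mitochondrial UMIs were retained. The barcodes with the highest doublet scores in each library, 7447 in all, were removed with the Scrublet tool in place of the paper's DoubletFinder. This left 76976 of the 103730 barcodes, and the paper reports 75360 cells. After germ, endothelial, blood, immune, perivascular and mesonephric duct cells were set aside, 66157 gonadal somatic cells remained, with a median of 12907 UMIs per cell. Cells of 1 library are not independent replicates, so UMIs were summed over the cells of each library and compared between libraries. The test was edgeR's quasi-likelihood test, fitted to all 12 libraries in their 6 groups, with Benjamini-Hochberg adjustment over all genes tested and an FDR threshold of 0.05. Levels are given as CPM, the count of a gene divided by the total of the summed cells on a scale shared by all libraries. Standard errors of edgeR fold changes are approximate. Each is the size of the log2 fold change divided by the square root of the F statistic of its test.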

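Wt1 (ENSMUSG00000016458), the gene altered in both mutants, lies on the plus strand of chromosome 2 from 105126529 to 105173616. Positions are those of the GENCODE M21 annotation of GRCm38, which holds the identifiers of 32235 of the features counted. The files do not name a genome build. UMIs counted at the 3' end of a transcript cannot tell the +KTS and -KTS variants apart. Summed over gonadal somatic cells, Wt1 was at 278 ± 6.06 CPM (SD, n = 2 libraries) in XX WT, 273 ± 12.6 CPM in XX -KTS KO and 235 ± 7.80 CPM in XX +KTS KO. It was at 203 ± 62.9 CPM in XY WT, 298 ± 14.9 CPM in XY -KTS KO and 263 ± 64.4 CPM in XY +KTS KO. None of the 4 differences between a mutant and the WT of its sex passed the FDR threshold. The largest, in XY -KTS KO, was a log2 fold change of 0.53 (standard error 0.18, adjusted p = 0.057, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and its adjusted p ranged from 0.0276 to 0.393 over 11 other ways of processing, past the threshold in 3. Wt1 in XY +KTS KO passed it in 1 of 11 (edgeR and DESeq2, 0.023 to 0.713). The sex of every library matched its label. Xist, transcribed from the inactive X chromosome, was at 537 to 749 CPM in the XX libraries and at most 0.157 CPM in the XY libraries. The Y-linked genes Ddx3y, Uty, Kdm5d and Eif2s3y together reached 129 to 181 CPM in the XY libraries and at most 0.0446 CPM in the XX libraries.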

We performed single-cell transcriptome profiling of wildtype and mutant gonadal cells collected around E12.0 (Fig. 1D-I, Table S1). 

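Cells of all 12 libraries were clustered on sctransform residuals of the 3000 most variable genes, with 50 principal components and graph clustering at a resolution of 0.8. This gave 36 clusters. Log-normalized values in place of sctransform residuals gave 32 clusters, and keeping the doublets gave 37. The number depended most on the resolution, with 24 clusters at 0.4 and 47 at 1.2. Of the 36 clusters, 27 held gonadal somatic cells. In 16 of these 27, over 90% of the cells came from a single genotype (WT, -KTS KO or +KTS KO), and these 16 clusters held 68.8% of all gonadal somatic cells. The clustering was repeated without the markers used to name cells. After 209 genes, those markers and the genes of the X and Y chromosomes, were left out of the clustering, 31 clusters formed, and 14 of the 22 gonadal somatic ones drew over 90% of their cells from a single genotype. These 14 held 76.1% of gonadal somatic cells.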

Cells were projected in a 2D-space using UMAP and partitioned into 39 clusters (Fig. 1D). Cluster annotation identified Sertoli and pre-granulosa cells in the controls based on the expression of known markers (Fig. 1E-G, Fig. S3A-B), however these clusters were not present in *-KTS KO* gonads (Fig. 1E-H, Fig. S3B). Nevertheless, pre-supporting cells were observed in *-KTS* mutants of both sexes, as revealed by the expression of *Runxl(*mRNA*)* /RUNX1(protein) at E12.0 (Fig. S3B-cluster3) and at E12.5 (Fig. 2A, Fig. S4). 

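Clusters were named from fixed lists of markers, and "-like" marks a name that rests on those genes alone. Sertoli-like cells (Sox9, Amh, Dhh, Aard, Ptgds, Mro, Cst9) made up 26.0% ± 0.475 (SD, n = 2 libraries) of the gonadal somatic cells of XY WT gonads. In the -KTS KO they numbered 0 of 4389 and 0 of 4084 cells in the XX libraries and 0 of 5080 and 0 of 4844 cells in the XY libraries. A count of 0 allows shares of up to 0.0684% and 0.0735% in XX and 0.0591% and 0.0619% in XY, for counting error only. Pre-granulosa-like cells (named by markers that include Foxl2, Fst, Irx3, Bmp2 and Kitl) made up 47.7% ± 3.30 of XX WT and 2.29% ± 2.40 of XY WT gonadal somatic cells. They made up 0.0928% ± 0.0620 in XX -KTS KO and 0.0703% ± 0.0119 in XY -KTS KO. Over both sexes, the share of both cell types together was 0.0816% ± 0.0387 (SD, n = 4 libraries) in the -KTS KO and 38.0% ± 11.4 (n = 4) in the WT. All 4 -KTS KO libraries lay below all 4 WT libraries (two-sided exact permutation test over 70 splits, p = 0.0286, the smallest p that this design allows). Because the names come from genes that themselves differ between genotypes, the cells were also clustered without the markers and the genes of the X and Y chromosomes. The shares were then 0.0692% in the -KTS KO and 37.5% in the WT (two-sided exact permutation test, p = 0.0286). The value moved most at a resolution of 1.2, where the -KTS KO share was 13.1% ± 0.559 and the WT share 39.2%, with p = 0.0286 in the same exact permutation test. Nearly all of it was pre-granulosa-like, at 13.2% in XX and 12.9% in XY -KTS KO, against 47.8% in XX WT and 2.31% in XY WT. The -KTS KO share was thus lower than in WT in XX and higher in XY, and over both sexes together the exact permutation test gave p = 0.429. Whether cells take the pre-granulosa-like name therefore depends on the resolution, while Sertoli-like cells stayed at 0.0155%. Pre-supporting-like cells, described below, fell from 21.4% at a resolution of 0.8 to 8.06% at 1.2. With Sertoli-like and pre-granulosa-like cells added, the -KTS KO share was 21.5% and 21.1%. In XX gonadal somatic cells, Foxl2 had 44 UMIs in the -KTS KO and 3411 in the WT, and Fst 1943 and 77569. These levels argue against cells like XX WT pre-granulosa cells making up 13.2% of XX -KTS KO. In XY, Foxl2 was lower than in WT (log2 fold change -3.54) but Fst was not (0.69). Clusters that no list could name held 13.6% ± 14.6 of gonadal somatic cells in XX -KTS KO and 3.12% ± 1.49 in XY -KTS KO.

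**Figure D1:**
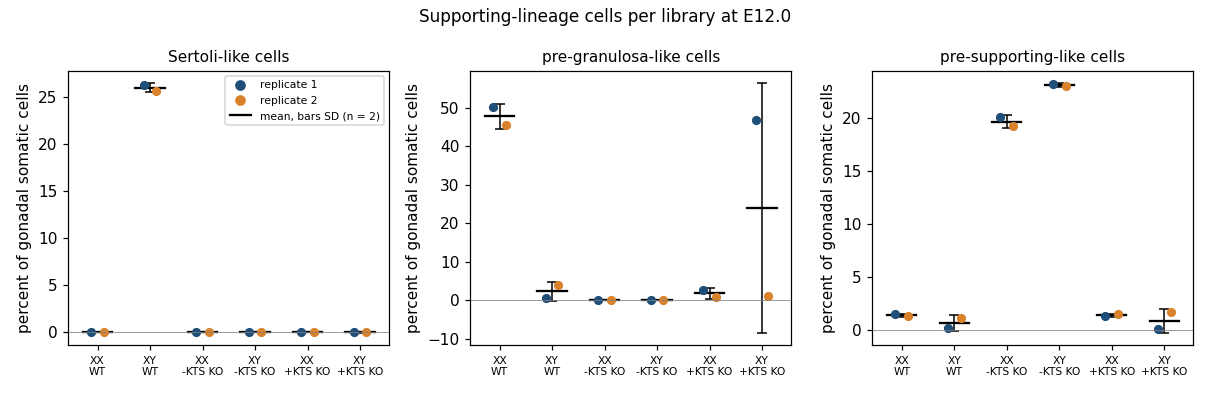
Share of Sertoli-like, pre-granulosa-like and pre-supporting-like cells (named by Runx1, Nr0b1, Wnt6, Sprr2d, Lor and Gadd45g) among gonadal somatic cells at E12.0, in percent, for the 12 libraries; points are libraries, lines are means and bars are SDs (n = 2). Sertoli-like cells reach 26.0% in XY WT and pre-granulosa-like cells 47.7% in XX WT, and the 4 -KTS KO libraries lie near 0 in both.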

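Pre-supporting-like cells made up 19.7% ± 0.617 (SD, n = 2 libraries) of gonadal somatic cells in XX -KTS KO and 23.2% ± 0.161 in XY -KTS KO. The shares in the WT were 1.38% ± 0.133 in XX and 0.653% ± 0.735 in XY. All 4 -KTS KO libraries (mean 21.4%) lay above all 4 WT libraries (mean 1.02%; two-sided exact permutation test, p = 0.0286). Clustering without the markers gave 24.9% and 0.0256% (exact permutation test, p = 0.0286). Part of the contrast with the WT may rest on names. Clusters 16 (15.9% of XY WT and 2.34% of XX WT cells) and 23 (5.41% of XX WT) matched pre-supporting cells best. They stayed unnamed, since their leading genes held 1 marker of another cell type, Sox9 in cluster 16 and Pax8 in cluster 23. Unnamed clusters held 14.6% of WT and 8.35% of -KTS KO gonadal somatic cells, outside the supporting shares. The contrast in pre-supporting-like cells also depended on how cells were clustered. At a resolution of 1.2, the shares were 8.06% in the -KTS KO and 10.5% in the WT (two-sided exact permutation test, p = 0.743). With log-normalized values they were 21.6% and 9.23% (exact permutation test, p = 0.143), and with each genotype clustered on its own 17.1% and 10.9% (exact permutation test, p = 0.314). Most of these cells formed 1 cluster of 3978 cells, 99.7% of them from the -KTS KO, which was named by 3 detected markers (Runx1, Wnt6, Gadd45g) and whose leading genes were Wfdc10, Wfdc13 and Cpa1. Supporting cells of any stage (Sertoli-like, pre-granulosa-like and pre-supporting-like) together made up 21.5% ± 2.04 (SD, n = 4) of -KTS KO and 39.0% ± 11.9 (n = 4) of WT gonadal somatic cells (two-sided exact permutation test, p = 0.0286; without the markers 24.9% and 37.5%, p = 0.0857).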

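Runx1 (ENSMUSG00000022952) lies on the minus strand of chromosome 16 from 92601466 to 92826149. As Runx1 is itself a marker of pre-supporting cells, its level was taken over all gonadal somatic cells. It was at 32.5 ± 2.79 CPM (SD, n = 2) in XX -KTS KO and 36.6 ± 0.897 CPM in XY -KTS KO, against 104 ± 9.62 CPM in XX WT and 43.4 ± 24.3 CPM in XY WT. In XX the log2 fold change was -1.61 (standard error 0.30, adjusted p = 0.00616, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The direction was the same without replicate 1 (-1.78, adjusted p = 0.114) and without replicate 2 (-1.45, adjusted p = 0.156) of the groups compared, but the edgeR call was lost, and adjusted p ranged from 1.36e-06 to 0.156 over all alternatives. In XY the log2 fold change was -0.26 (standard error 0.29, adjusted p = 0.558, same edgeR test with Benjamini-Hochberg adjustment), within the spread between libraries and past the threshold in 0 of 11 alternatives. With each cell thinned to 5000 UMIs, Runx1 was detected in 10.9% ± 0.342 of XX -KTS KO and 11.9% ± 0.163 of XY -KTS KO gonadal somatic cells. Without thinning the shares were 23.1% and 23.3%. Endothelial-like cells of the same libraries, thinned alike, gave 0% and 0.694%, so the signal was above that of free RNA. Thinning left out 1076 of 8473 XX -KTS KO and 442 of 9924 XY -KTS KO gonadal somatic cells. Before it, the median depth was 14747 and 14158.5 UMIs in these cells and 19326.5 and 16740.0 UMIs in the endothelial-like cells.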

XY *-KTS*-deficient gonads exhibited a few scattered cells expressing SOX9, contrasting with the widespread SOX9-positive Sertoli cells forming nascent testis cords in XY controls (Fig. 2B). Furthermore, XY *-KTS*-deficient gonads were devoid of *Amh*/AMH expression (Fig. 2C-D, Fig. S5A-B) and instead abnormally maintained *Rspo1* and SRY at E12.5 and until birth (Fig. S2C-E, Fig. S5C-E). Together, our results indicate that the pre-supporting cells did not differentiate as bona fide Sertoli cells in absence of -KTS. 

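At E12.0, Sox9 (ENSMUSG00000000567, plus strand of chromosome 11, 112782224 to 112787760) was at 15.6 ± 0.684 CPM (SD, n = 2 libraries) in XY -KTS KO gonadal somatic cells and at 203 ± 66.2 CPM in XY WT. The log2 fold change was -3.72 (standard error 0.73, adjusted p = 0.00572, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). It was -3.95 without replicate 1 of both groups (adjusted p = 0.0805, same edgeR test) and -3.45 without replicate 2 (adjusted p = 0.11), the highest adjusted p over 11 alternatives, of which the lowest was 2.73e-05. Foxl2 (ENSMUSG00000050397, plus strand of chromosome 9, 98955288 to 98958543) was at 0.0921 ± 0.00783 CPM in XY -KTS KO and 1.08 ± 0.792 CPM in XY WT. Both lay far below the 21.7 ± 3.16 CPM of XX WT. The log2 fold change of Foxl2 between XY -KTS KO and XY WT was -3.54 (standard error 0.92, adjusted p = 0.021, same edgeR test with Benjamini-Hochberg adjustment). Without replicate 1 it was -4.21 (adjusted p = 0.0866) and without replicate 2 -2.48 (adjusted p = 0.327, edgeR), in a range of 0.000261 to 0.327 over the alternatives. In cells thinned to 5000 UMIs, Foxl2 was detected in 0.0627% ± 0.0274 of XY -KTS KO and 0.538% ± 0.281 of XY WT gonadal somatic cells, against 9.17% ± 0.919 in XX WT. The shares were 0.141%, 1.09% and 16.9% without thinning. In endothelial-like cells, which should lack Foxl2, the thinned share was 0% in XY -KTS KO and 0.205% ± 0.290 in XY WT. Before thinning, the median depth was 14158.5 UMIs in XY -KTS KO and 10990.5 in XY WT gonadal somatic cells, and 16740.0 and 14182 in endothelial-like cells. Thinning left out 442 and 445 of the gonadal somatic cells.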

Despite the significantly reduced expression of *Sox9 (p*-value = 0.0035), the XY *-KTS KO* pre-supporting cells failed to differentiate into pre-granulosa cells, as evidenced by the almost complete absence of *Foxl2/FOXL2* expression at E12.5 (Fig. 2B, 2D, Fig. S3). Similarly, *Foxl2/FOXL2* expression was strongly reduced in XX *-KTS KO* gonads, further supporting the importance of -KTS for the differentiation of the pre-granulosa lineage and the activation of the female program (Fig. 2B, 2D, Fig. S3). 

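In XX -KTS KO gonadal somatic cells at E12.0, Foxl2 was at 0.322 ± 0.0652 CPM (SD, n = 2 libraries), with a log2 fold change from XX WT of -6.03 (standard error 0.78, adjusted p = 0.0011, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Without replicate 1 of both groups the log2 fold change was -5.94 and the adjusted p 0.0607 (same edgeR test), the highest over 11 alternatives, and the lowest was 1.17e-12. Fst (ENSMUSG00000021765), which encodes follistatin, lies on the minus strand of chromosome 13 from 114452290 to 114458951. It was at 13.2 ± 4.74 CPM in XX -KTS KO and 503 ± 30.6 CPM in XX WT, a log2 fold change of -5.19 (standard error 1.16, adjusted p = 0.0148, edgeR with Benjamini-Hochberg adjustment). Its call was lost without replicate 1 (-5.53, adjusted p = 0.195) and without replicate 2 (-4.94, adjusted p = 0.198), in a range of 3.1e-05 to 0.198 over the edgeR and DESeq2 alternatives. Over the 17704 genes tested, 2876 differed between XX -KTS KO and XX WT gonadal somatic cells, 1195 higher and 1681 lower in the mutant. Of the other ways of processing, summing all kept cells of a library moved this number most, to 1463. Leaving out replicate 1 of both groups gave 334 genes and leaving out replicate 2 gave 529. Among genes above 20 CPM in 1 of the groups, Gm2694 (log2 fold change 4.54), Cck (4.14), Smoc2 (4.05), Ecm1 (3.99) and Wfdc10 (3.72) rose most. Next to Foxl2 and Fst, the largest falls were those of Wfdc1, Rhox8 and Aqp5 (-6.06). Wfdc1 had 5 UMIs in XX -KTS KO and 4494 in XX WT, and Rhox8 had 7 and 4623, summed over both libraries.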

Around birth, the expression of *Sox9/*SOX9 and *Foxl2/*FOXL2 remained low in -*KTS*-deficient gonads of both sexes, and SOX9/FOXL2 double-positive cells were detected (Fig. S5F-H), indicating poor differentiation of the supporting lineage. Together these data demonstrate that *-KTS* is dispensable for the specification of pre-supporting cells but is necessary to stabilize Sertoli cell differentiation and essential to initiate pre-granulosa cell differentiation.

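In XY gonadal somatic cells, 4146 of 17704 genes differed between -KTS KO and WT, 1951 higher and 2195 lower in the mutant (FDR of 0.05, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Leaving out replicate 1 of both groups gave 1224 genes and leaving out replicate 2 gave 1242. Amh (ENSMUSG00000035262, plus strand of chromosome 10, 80805243 to 80807648) was at 0.177 ± 0.00579 CPM (SD, n = 2 libraries) in XY -KTS KO and 129 ± 83.1 CPM in XY WT. Its log2 fold change was -9.56 (standard error 0.85, adjusted p = 9.71e-05, same edgeR test), and it stayed past the threshold in all 11 alternatives. Shisa3 (log2 fold change 5.83), Wfdc10 (4.54), Ecm1 (4.45), Sfrp2 (4.36) and Tmem178 (4.33) rose most. Siglece, Dhh and Rhox8, with 1, 5 and 5 UMIs in the XY -KTS KO libraries together, and Amh and Ptgds (-9.43) fell most. Of the genes past the threshold, 1596 were shared with the comparison of XX -KTS KO and XX WT. Between XX and XY WT, 2247 of 17081 autosomal genes differed, 199 without replicate 1 and 718 without replicate 2 of both groups. Between XX and XY -KTS KO, edgeR called 0 autosomal genes, with 745 at an unadjusted p under 0.05, and DESeq2 called 8. The difference between the sexes itself differed between -KTS KO and WT for 519 autosomal genes (edgeR's interaction term). This number rested on both replicates, as edgeR called 0 genes without replicate 1 (1157 at an unadjusted p under 0.05) and 1 gene without replicate 2. DESeq2 called 1253 genes with all libraries and was not run without a replicate. The paper reports Runx1-positive pre-supporting cells in mutants of both sexes, with few SOX9-positive cells and no Amh in XY. It reports Foxl2 nearly absent in XY and strongly reduced in XX. Around birth it describes low Sox9 and Foxl2 and cells positive for both proteins. From its data together it concludes that -KTS is not needed to specify the pre-supporting lineage. It also concludes that -KTS is needed for stable Sertoli cells and for pre-granulosa cells to begin to differentiate.

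**Figure D2:**
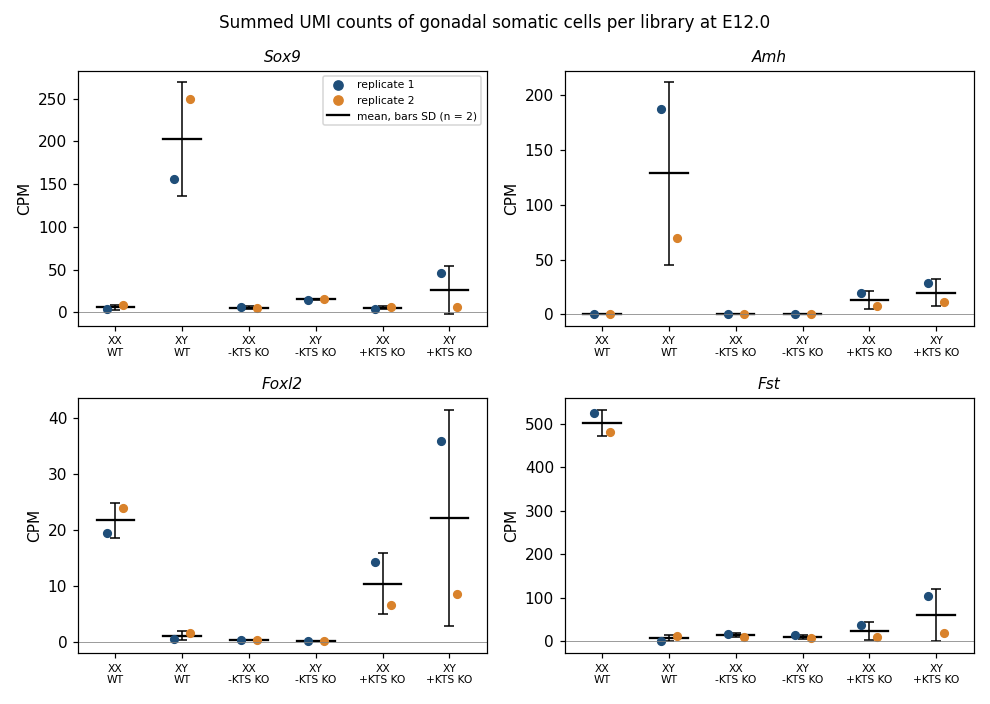
Level of Sox9, Amh, Foxl2 and Fst in gonadal somatic cells at E12.0, in CPM of the summed UMI counts, for the 12 libraries; points are libraries, lines are means and bars are SDs (n = 2). Sox9 and Amh are highest in XY WT and Fst in XX WT; Amh averages 13.4 CPM in XX and 19.9 CPM in XY +KTS KO, and Foxl2 is at 21.7 CPM in XX WT, 10.4 CPM in XX and 22.2 CPM in XY +KTS KO and below 1.00 CPM in the -KTS KO libraries.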

### Absence of +KTS triggers an increase of -KTS amounts

In patients with Frasier syndrome, heterozygous mutations in WT1 prevent the production of *+KTS*, resulting in higher amounts of *-KTS* variants (18, 19). Given the role of *-KTS* in ovarian determination, we investigated the contribution of this increase to sex reversal in the *+KTS KO* (*+KTS-/+KTS–*) mouse model (20). At E12.5, XY *+KTS* mutant gonads were enriched for RUNX1 and FOXL2-positive pre-granulosa cells and contained rare Sertoli cells, as expected for male-to- female sex reversal (Fig. 3A, Fig. S6A). Next, we verified that *-KTS* transcripts were twice as abundant in *+KTS KO* gonads compared to controls (Fig. S6B). In addition, total WT1 protein levels were similar in XY *+KTS KO* and control gonads, confirming that absence of +KTS is compensated with an increase of -KTS isoforms (Fig. S6C).

### Precocious pre-granulosa cell differentiation prevents *Sry* activation in the mouse Frasier model

Sex reversal in *+KTS KO* embryos is caused by a failure of *Sry* activation (20, 21). To determine if this was due to the lack of *+KTS* or an increase in *-KTS* variants, we compared the number of SRY-positive cells in +*KTS KO* and *+KTS KO/D* compound embryos, both of which lack alleles encoding *+KTS* and contain two and one allele encoding *-KTS*, respectively. The number of SRY expressing cells was higher in *+KTS KO/D* compared to XY *+KTS KO* gonads, indicating that *Sry* expression does not require +KTS but is antagonized by the higher level of -KTS (Fig. 3B). Furthermore, *Rspo1* was abundant in XY *+KTS KO* gonads at E11.5, a stage when it is downregulated in XY gonads, and *Foxl2*/FOXL2 expression was markedly elevated in XY and XX *+KTS KO* gonads (Fig. 3C-D, Fig. S6E). This suggests precocious pre-granulosa cell differentiation irrespective of the genetic sex.

### -KTS is sufficient to induce ovarian development

Single-cell transcriptome profiling of XY and XX *+KTS KO* gonads at E12.0 (Fig. 1D-F, 1I, Fig. S3B) identified two pre-granulosa cell clusters (c10, c33) distinct from those found in XX controls (c5, c25) and from XY Sertoli cells (c12). 

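The clusters built here carry other numbers than those of the paper. The +KTS KO cells with pre-granulosa markers were in cluster 10 (2983 cells) and cluster 19 (1297 cells), whereas most XX WT pre-granulosa-like cells were in cluster 3 (4580 cells). Cluster 10 held 2934 XY +KTS KO and 37 XX +KTS KO cells. It was led by Cst12, Pde10a and Foxl2 and also by the immediate early genes Fos, Btg2, Fosb, Klf4 and Junb. Cluster 19 held 838 XX WT, 201 XX +KTS KO and 146 XY +KTS KO cells. Pre-granulosa-like cells were 2.75% and 0.812% of gonadal somatic cells in the XX +KTS KO libraries and 46.9% and 1.07% in the XY +KTS KO libraries, so that replicate 1 decided the XY +KTS KO mean of 24.0% ± 32.4 (SD, n = 2). Clustered without the markers and the genes of the X and Y chromosomes, they averaged 0.394% in XX and 24.6% ± 34.6 in XY +KTS KO. Sertoli-like cells numbered 5 of 6437 in XY +KTS KO replicate 1 and 0 in the other 3 +KTS KO libraries. A further 6775 cells, 4332 from XX and 2426 from XY +KTS KO, formed cluster 0. It was led by Cyp11a1, Inha and Pnmt, and its best match was pre-supporting cells. It stayed unnamed because its leading genes held 1 marker of steroidogenic cells, Cyp11a1, and no pre-supporting marker. The missing name thus turned on this 1 gene, as it did for cluster 22. The shares above therefore leave out these cells, and whether they are supporting cells stays open. Cluster 0 made up 38.9% and 31.0% of gonadal somatic cells in the XX +KTS KO libraries and 0.668% and 35.0% in the XY +KTS KO libraries, so that its XY +KTS KO cells came almost wholly from replicate 2. In any other group it made up at most 0.0876%.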

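Against XX WT, 881 of 17704 genes differed in XX +KTS KO gonadal somatic cells, 410 higher and 471 lower (FDR of 0.05, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Only 7 genes passed without replicate 1 and 5 without replicate 2 of both groups. Against XY WT, 2184 genes differed in XY +KTS KO, 1065 higher and 1119 lower, with 1101 genes without replicate 1 and 3854 without replicate 2. Of the other ways of processing, the tail somite number as a covariate moved the XX number most, to 209, and fitting only the 4 libraries compared moved the XY number most, to 344. The lists shared 330 genes. Foxl2 was at 10.4 ± 5.42 CPM (SD, n = 2) in XX +KTS KO and 22.2 ± 19.3 CPM in XY +KTS KO. Against XY WT, its log2 fold change was 4.25 (standard error 0.69, adjusted p = 0.00511, same edgeR test; range 1.42e-06 to 0.0645 over 11 alternatives, lost when only the libraries compared were fitted). The size of this rise varied, with log2 fold changes of 2.44 to 5.83 over the alternatives. Foxl2 was at 35.8 CPM in XY +KTS KO replicate 1 and 8.55 CPM in replicate 2. Against XX WT, Foxl2 did not pass the threshold (adjusted p = 0.434, edgeR). The XX +KTS KO embryos had 23 and 20 tail somites, and the XX WT embryos 24 to 25 and 25. Genotype and stage thus cannot be cleanly told apart for Foxl2, for Fst below or for the pre-granulosa-like share above. The paper's rise of Foxl2 in XX +KTS KO gonads was seen at an earlier stage than that of these XX WT embryos. Fst was at 22.9 ± 20.6 CPM in XX +KTS KO and 503 ± 30.6 CPM in XX WT, a log2 fold change of -4.39 (standard error 1.11, adjusted p = 0.0541, edgeR), past the threshold in 3 of 11 alternatives (range 0.00137 to 0.493). In XY +KTS KO, Sox9 (26.0 ± 28.0 CPM) had a log2 fold change of -3.10 (standard error 0.71, adjusted p = 0.0217, edgeR with Benjamini-Hochberg adjustment), which was lost when only the libraries compared were fitted (adjusted p = 0.123, the highest of a range from 0.000358). Runx1 (119 ± 23.5 CPM) rose by 1.38 (standard error 0.29, adjusted p = 0.0163, same edgeR test), with 0.82 and an adjusted p of 0.0765 without replicate 1 in a range of 0.00014 to 0.123. The largest rises in XX +KTS KO were those of Pnmt (log2 fold change 4.96), Gm2694 (4.64), Ctrb1 (4.36), Ren1 (4.12) and Gsg1l (3.95), and Nrn1 (-4.31), Col12a1 (-3.87), Myl1 (-3.80) and Tescl (-3.67) were among the genes that fell most. In XY +KTS KO, Cst12 (4.26), Foxl2, Irx3 (3.38), Wfdc1 (3.34) and Morn1 (2.74) rose most, and Etd (-6.97), Dkk1 (-6.74), Tesc (-6.44), Col9a3 (-6.26) and Spp1 (-6.04) fell most. Irx3 rested on replicate 1, without which its log2 fold change was 0.86 (adjusted p = 0.556, edgeR; range 0.00146 to 0.556). Between XX and XY +KTS KO, edgeR called 1 autosomal gene, Cnksr1, with 577 at an unadjusted p under 0.05, and DESeq2 called 21; without replicate 1 of both groups edgeR called 11. Cnksr1 lies outside the genes fixed in advance and is named because it is the single call.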

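The profile of each library's supporting cells was placed on the line from WT Sertoli-like cells (0) to WT pre-granulosa-like cells (1). The line was drawn through 4768 genes that differ between these WT profiles, on log2 CPM with a pseudocount of 1 CPM. The line ran between the XX and XY WT libraries of 1 replicate number, each number in turn, and the WT libraries of the other number were placed on it. WT pre-granulosa-like cells lay at 0.988 on average, and WT Sertoli-like cells at 0.0228 (-0.0952 and 0.141). These WT positions are not independent, since the genes were chosen from the same 4 libraries. Pre-granulosa-like cells of the 4 +KTS KO libraries lay at 0.792 ± 0.0262 (SD, n = 4), between 0.763 and 0.825. The cells of clusters 0 and 22 of the +KTS KO lay at 0.785 in XX and 0.788 in XY. Log-normalized values moved the +KTS KO mean most among the settings that keep all genes, to 0.718. On the 2309 genes higher in WT pre-granulosa alone it was 0.669, and on the 2459 genes higher in WT Sertoli alone 0.887. The line measures distance from Sertoli cells as much as likeness to pre-granulosa cells. Pre-supporting-like cells of the -KTS KO lay at 0.826 on it, gonadal progenitor-like cells of the WT at 0.698 in XX and 0.596 in XY, and interstitial progenitor-like cells of the WT at 0.653 in XX and 0.495 in XY.

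**Figure D3:**
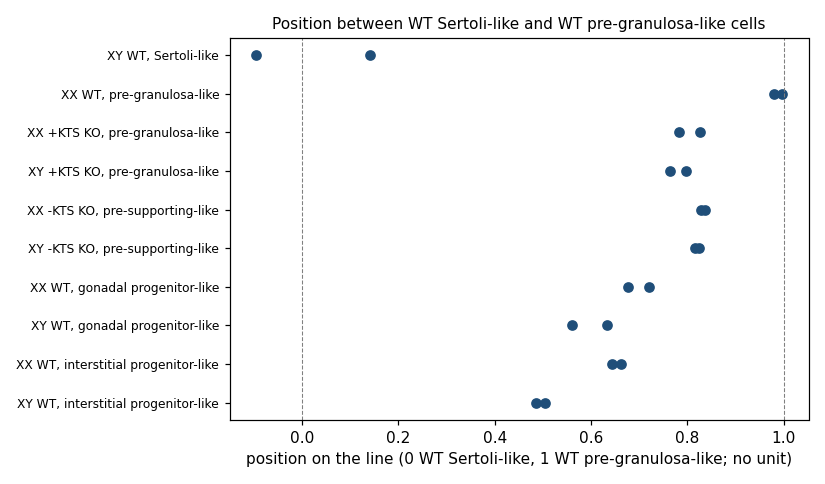
Position of each library's cells on the line from WT Sertoli-like (0) to WT pre-granulosa-like cells (1), with no unit; each point is 1 library. The 4 +KTS KO libraries lie between 0.763 and 0.825, beside the -KTS KO libraries and above the WT progenitor-like cells.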

Further comparison of transcriptomes of these clusters confirmed that E12.0 *+KTS KO* cells are transcriptionally related to pre-granulosa cells (Fig. S7). 

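For the supporting lineage, UMIs were summed per library over the pre-granulosa-like cells of XX WT (5282 cells), the pre-supporting-like cells of XX -KTS KO (1669 cells) and the pre-granulosa-like cells of XX +KTS KO (212 and 35 cells in its libraries). The legend of Fig. S8 gives 4406, 1621 and 299 cells. The smallest profile, that of XX +KTS KO replicate 2, held 579707 UMIs. Against XX WT, 633 of 15303 genes differed in XX +KTS KO, 327 higher and 306 lower (FDR of 0.05, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). This number was 26 without replicate 1 and 55 without replicate 2 of both groups, and clustering each genotype on its own left 3 genes. Pnmt rose most in XX +KTS KO (log2 fold change 6.07, standard error 0.65, adjusted p = 0.000579, same edgeR test). Its call held in every alternative except clustering each genotype on its own (edgeR, adjusted p = 0.596, range 1.54e-101 to 0.596). It was followed by Amh (5.80), Ren1 (5.63), Olfml3 (5.02) and Gsg1l (4.99). Of 15 alternatives, Amh passed the threshold in 12, Ren1 in 9, Olfml3 in 15 and Gsg1l in 14. The log2 fold change of Amh ran from -5.79 to 5.97 over them. Vgll2, Acta2, Plin1 and Bace2, with 2, 6, 2 and 3 UMIs in both XX +KTS KO libraries together, were among the genes that fell most, too few for a fold change. Bmp2, a marker by which these cells were named, fell as well, to 2.86 and 1.73 CPM (8 UMIs together) from 81.4 and 65.6 CPM in the XX WT libraries (fitted log2 fold change -4.84, imprecise at so few UMIs, edgeR, adjusted p = 0.00317, past the threshold in 8 of 15 alternatives, range 2.05e-33 to 0.525). Fst, another such marker, had a log2 fold change of -3.11 (edgeR, adjusted p = 0.0256, past it in 7 of 15, range 5.63e-39 to 0.44). In XX -KTS KO, Gm2694 (log2 fold change 6.67), Capn6 (5.84), Cck (5.45) and Smoc2 (5.37) rose and Aqp5 (-6.84) and Acat3 (-6.11) fell among the genes with the largest changes. Adcy7, at 1598 UMIs in XX -KTS KO and 5 in XX WT, rose as well, and Wfdc1, Rhox8 and Vgll2, at 2, 3 and 7 UMIs in XX -KTS KO, fell.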

Next, we used comparative analysis to identify genes that are activated or repressed by -KTS in the context of female sex determination (Fig. S8). In XX *-KTS KO* pre-supporting cells, the expression of 319 genes was significantly deregulated (FDR adjusted p-value ≤ 0.05, Data S4). 

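Summed per library, 2772 of 15303 genes differed between XX -KTS KO pre-supporting-like and XX WT pre-granulosa-like cells, 1249 higher and 1523 lower in the mutant (FDR of 0.05, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, on library sums, with n = 2 per group). Each of the 2772 also changed more than 1.2-fold, the limit drawn in Fig. S8. The number was 930 without replicate 1 and 931 without replicate 2 of both groups. Thinning every library to the smallest total of 579707 UMIs moved it most, to 475. DESeq2 called 1952 genes. Data S4 gives 481 genes for XX -KTS KO and 318 for XX +KTS KO, from a test that treats cells as the units. Of the 481, 339 were past the threshold here, and of the 318, 317 were tested and 151 were past it.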

*Pdgfa* and *Tcf21*, reported to be targets of WT1 in other organs (22, 23), were down-regulated, whereas *Igf2*, a direct target of WT1 (24), and genes highly expressed in bipotent pre-supporting cells including *Sprr2d* (25), *Wnt6* (26), *Nr0b1* (27), were up-regulated in XX *-KTS KO* pre-supporting cells and down-regulated in XX *+KTS KO* pre-granulosa cells, suggesting that they are repressed by -KTS during sex determination. 

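In XX -KTS KO pre-supporting-like cells, the log2 fold change from XX WT pre-granulosa-like cells was 2.31 for Pdgfa (standard error 0.33, adjusted p = 0.000488) and 3.91 for Tcf21 (standard error 0.52, adjusted p = 0.000277), both from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. It was -2.65 for Igf2 (standard error 0.33, adjusted p = 0.000167, same edgeR test). All 3 calls held in each of 15 alternatives. In XX +KTS KO pre-granulosa-like cells, Pdgfa (0.57, adjusted p = 0.446), Tcf21 (0.06, adjusted p = 0.999) and Igf2 (1.08, adjusted p = 0.0837, edgeR) did not pass the threshold. Over the 15 alternatives the adjusted p of Igf2 there ranged from 8.57e-06 to 0.946 (past the threshold in 5), that of Tcf21 from 0.000291 to 1 (in 2) and that of Pdgfa from 0.0561 to 1 (in 0). Sprr2d, Wnt6 and Nr0b1 are markers by which pre-supporting-like cells were named, so that their values in named cells are not independent of the names. In XX -KTS KO pre-supporting-like cells their log2 fold changes were -3.16 (Sprr2d, adjusted p = 0.0463), -1.17 (Wnt6, adjusted p = 0.00979) and -2.50 (Nr0b1, adjusted p = 0.00112, same edgeR test). The 6 genes thus ran opposite to the directions that the paper states for this comparison. The paper's proposal that -KTS represses Igf2, Sprr2d, Wnt6 and Nr0b1 rests on those stated directions. The edgeR call of Wnt6 was lost without replicate 2 (-0.64, adjusted p = 0.383, range 9.3e-08 to 0.383). That of Sprr2d was lost without replicate 1 (-2.97, adjusted p = 0.282), without replicate 2 (-3.35, adjusted p = 0.224) and in DESeq2 (adjusted p = 0.0799), in a range of 1.41e-44 to 0.282. In XX +KTS KO pre-granulosa-like cells they were 1.97 (Sprr2d, adjusted p = 0.32), 0.52 (Wnt6, adjusted p = 0.357) and 1.35 (Nr0b1, adjusted p = 0.0861, edgeR), none past the threshold. Nr0b1 passed it in 4 of 15 alternatives (edgeR and DESeq2, adjusted p of 5.18e-08 to 0.951), Wnt6 in 1 (0.0423 to 0.938) and Sprr2d in 3. Of the 6 genes only Igf2 kept its sign there in all 15 alternatives. The log2 fold changes ran from -1.59 to 0.77 for Pdgfa, -9.08 to 4.75 for Tcf21, -0.88 to 0.70 for Wnt6, -0.15 to 1.69 for Nr0b1 and -4.89 to 2.00 for Sprr2d. On log-normalized values Sprr2d was at -4.20 (edgeR, adjusted p = 0.0345, range 1.13e-18 to 0.907).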

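Over all gonadal somatic cells, which need no such names, Sprr2d was at 8.12 ± 0.274 CPM (SD, n = 2 libraries) in XX -KTS KO, 144 ± 22.8 CPM in XX WT and 31.4 ± 24.6 CPM in XX +KTS KO. Wnt6 was at 67.1 ± 18.8, 355 ± 47.0 and 446 ± 52.7 CPM, and Nr0b1 at 6.54 ± 2.12, 66.9 ± 4.54 and 112 ± 1.91 CPM in the same order. Igf2 was at 186 ± 24.3, 311 ± 65.3 and 485 ± 47.6 CPM. Pdgfa was at 95.5 ± 0.119, 41.4 ± 4.04 and 42.8 ± 2.05 CPM, and Tcf21 at 282 ± 105, 118 ± 57.3 and 223 ± 64.1 CPM. From XX WT to XX -KTS KO the log2 fold change was -4.10 for Sprr2d (adjusted p = 0.00635), -2.34 for Wnt6 (adjusted p = 0.000219), -3.29 for Nr0b1 (adjusted p = 0.000275) and 1.26 for Pdgfa (adjusted p = 0.0118, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Those of Igf2 (-0.68, adjusted p = 0.0531) and Tcf21 (1.31, adjusted p = 0.0855, same edgeR test) did not pass the threshold. Igf2 passed it in 5 of 11 alternatives (edgeR and DESeq2, adjusted p of 0.015 to 0.662) and Tcf21 in 2 of 11 (0.0185 to 0.306). The calls of Wnt6 and Nr0b1 held in 11 of 11 alternatives. The edgeR calls of Sprr2d (adjusted p = 0.159 and 0.111, range 1.67e-06 to 0.159) and Pdgfa (adjusted p = 0.159 and 0.215, range 0.000218 to 0.215) were lost without replicate 1 and without replicate 2 of both groups. From XX WT to XX +KTS KO none of the 6 passed, with log2 fold changes of -2.14 (Sprr2d), 0.38 (Wnt6), 0.78 (Nr0b1), 0.68 (Igf2), 0.08 (Pdgfa) and 0.94 (Tcf21) and adjusted p between 0.103 and 0.926 (edgeR). Of the 11 alternatives, Igf2 passed in 2 and Nr0b1 and Sprr2d in 1 each. The genes lie on chromosomes 3 (Sprr2d, 92339140 to 92340873), 1 (Wnt6, 74771892 to 74785322), X (Nr0b1, 86191764 to 86195947), 7 (Igf2, 142650766 to 142666816), 5 (Pdgfa, 138976014 to 138997370) and 10 (Tcf21, 22817281 to 22820174).

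**Figure D4:**
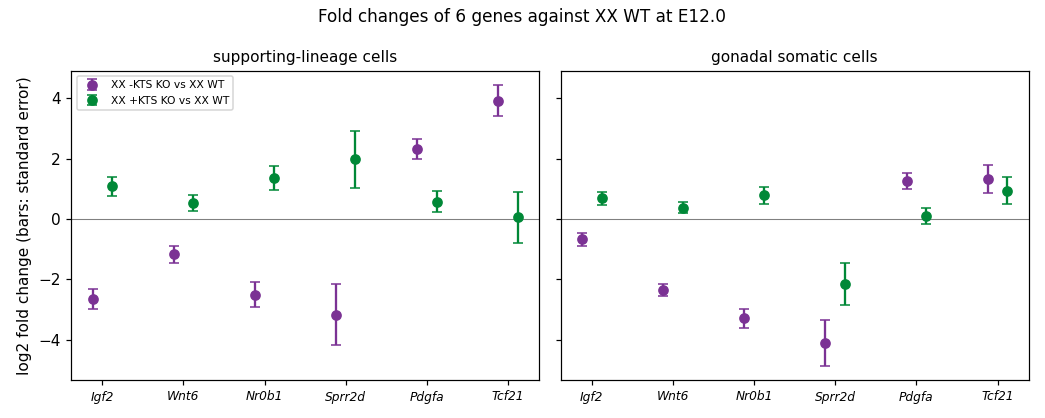
Fold changes of Igf2, Wnt6, Nr0b1, Sprr2d, Pdgfa and Tcf21 against XX WT at E12.0, on the log2 scale, in supporting-lineage cells (left) and all gonadal somatic cells (right). Points are fitted values of 2 libraries per group. Bars are approximate standard errors, derived from the F statistic of each test. In XX -KTS KO, Pdgfa and Tcf21 lie above 0 and the other 4 below 0 in both panels.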

Altogether our data suggested that increased –KTS rather than loss of +KTS was responsible for XY sex reversal in *+KTS KO* model. To test whether -KTS was sufficient to induce ovarian differentiation in a XY wildtype gonad, we performed transient additive transgenesis using a BAC construct covering the *Wt1* locus, in which we introduced the classical Frasier mutation in intron 9 (interference with +KTS production). Strikingly, 3 out of 4 XY transgenic animals showed the presence of FOXL2 positive cells indicating that -KTS promotes differentiation of pre-granulosa cells in XY gonads (Fig. 4A-B, Fig. S9A-B). Moreover, RT-qPCR analysis of genotypes producing different levels of -KTS suggested that -*KTS* must reach a threshold to robustly activate *Foxl2* expression (Fig. S9C).

In summary, we can conclude that the altered expression of *+KTS* caused by mutations in the donor splice site in intron 9 of *Wt1* promotes an increase of the amount of -KTS, which in turn prematurely activates ovarian differentiation, prevents *Sry* up-regulation, and impairs testis development (Fig. 4C). -KTS thus represents a key actor in gonad development that is required to initiate ovarian development.

## Discussion

Here, we provide evidence that sex determination does not only depend on the up-regulation of the sex-determining factors, *Sry* and *-KTS* for male and female fates respectively, but also on their timing (28-30). This is an important concept as *-KTS* is an autosomal factor expressed in both XY and XX gonads. In wildtype mice, *Sry* acts before *-KTS*, thus securing testis development in XY gonads. If *Sry* expression is impaired or delayed, or if *-KTS* is up-regulated prematurely, such as in the Frasier syndrome model *(+KTS KO*), the pre-granulosa cell differentiation is accelerated leading to male-to-female sex reversal. After the peak of SRY action (30), -KTS becomes necessary to maintain Sertoli cell differentiation in XY embryos and to initiate pre-granulosa cell differentiation in XX embryos (Fig. 4C). While differences in timing and dynamics of sex determination make a direct comparison between mouse and human data difficult, the sex reversal phenotype in mice carrying intron 9 mutations suggests this is a good mouse model for the human Frasier syndrome. Our data thus indicate that increased expression of -KTS rather than loss (or reduction) of +KTS are the primary cause of sex reversal in Frasier syndrome. Interestingly, a change of *+KTS/-KTS* ratio in favor of *-KTS* operates when the eggs of *Chelydra serpentina*, a turtle with temperature-dependent sex determination, are shifted from a male to a femaleproducing temperature (31). This suggests that the -KTS isoform of WT1 is also involved in ovarian determination outside of the mammalian class.

## Supplementary Material

Data S1

Data S2

Data S3

Data S4

Supplementary Material

## Figures and Tables

**Fig. 1:**
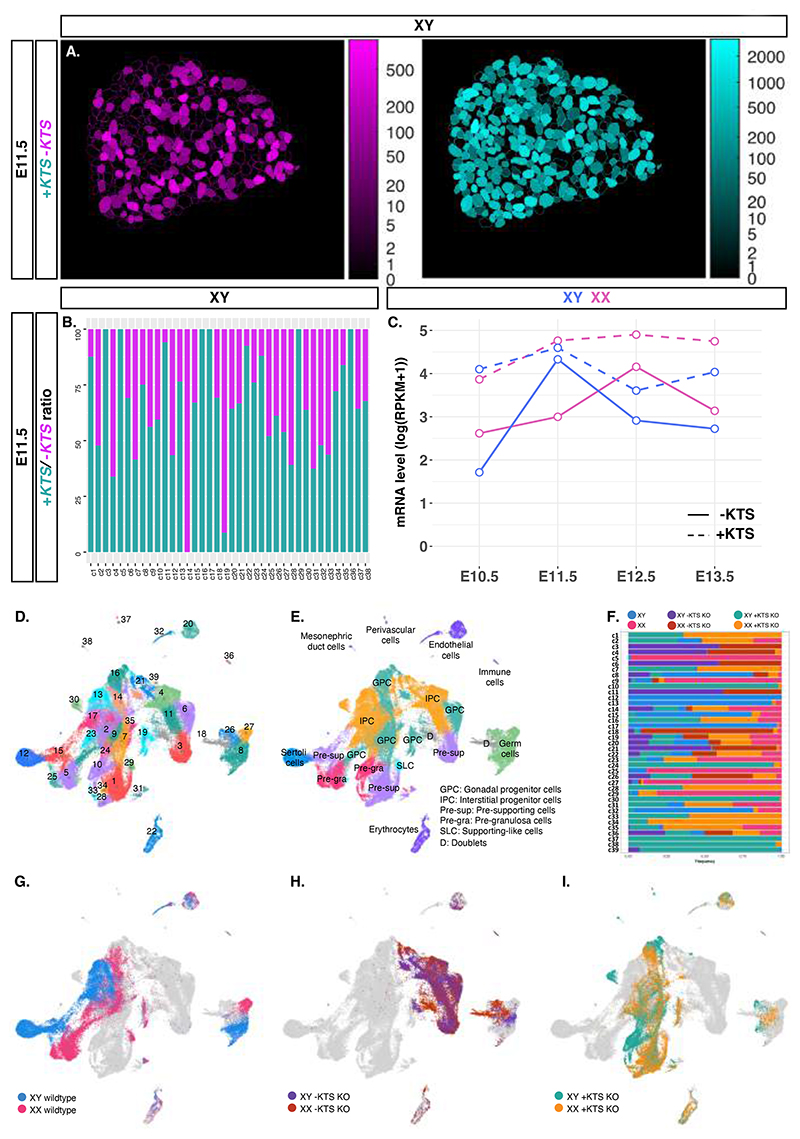
Dynamic distribution of *+KTS* and *-KTS* transcripts and single-cell transcriptomic analysis of *-KTS KO* and *+KTS KO* during early mouse gonad development. **(A)** Representative area distribution of *-KTS* (magenta) and *+KTS* (cyan) transcripts from Basescope in situ hybridizations on XY gonad sections at E11.5 (21ts (tail somites)) in μm^2^ per nucleus measured using DicHysto protocol. Data from both gonads are representative of biological and technical duplicates. **(B)** *-KTS* and *+KTS* mRNA ratio in E11.5 (21ts) XY wildtype individual cells. **(C)** *+KTS* and *-KTS* transcript levels in single-cell transcriptomic dataset of differentiating supporting cells. **(D)** UMAP projection of the 75,360 cells colored by clusters or **(E)** by associated cell types. **(F)** Association of cell clusters with genotypes. **(G-I)** UMAP projection by genotypes with XY (blue) and XX wildtype (pink) **(G)**, XY (purple) and XX *-KTS KO* (*-KTS^-^/-KTS^-^*) (brown) **(H)**, and XY (green) and XX *+KTS KO* (*+KTS^-^/+KTS^-^*) gonads (orange) **(I)**.

**Fig. 2:**
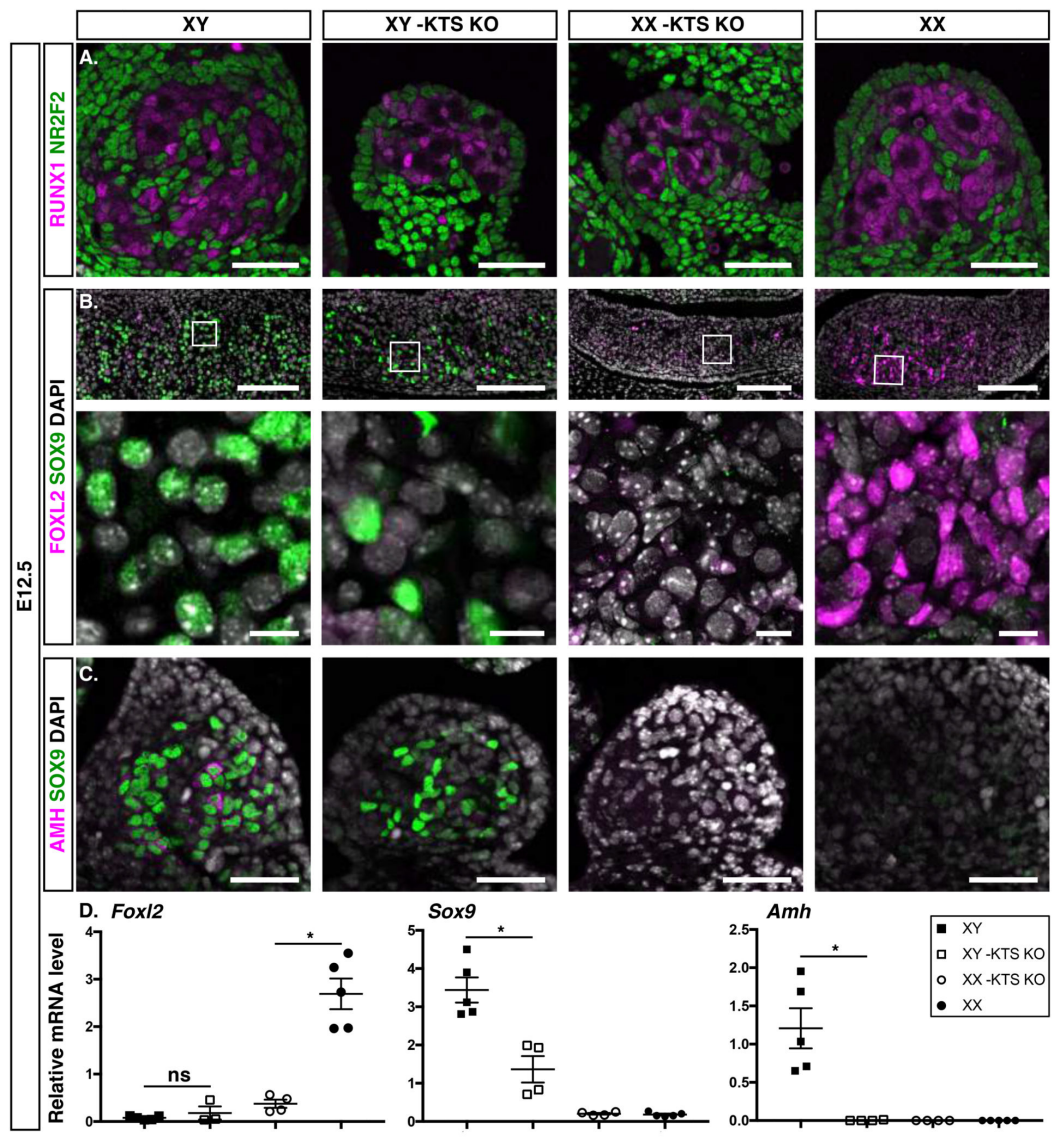
*-KTS* is necessary for sex differentiation of the supporting cells. Immunodetection of **(A)** the pre-supporting cell marker RUNX1 (magenta) and the progenitor marker NR2F2 (green) at E12.5 (scale bars: 50 μm), **(B)** the Sertoli cell marker SOX9 (green) and pre-granulosa cell marker FOXL2 (magenta) (scale bars: 100 μm, 10 μm), and **(C)** SOX9 (green) and AMH (magenta) (scale bars: 50 μm) in the indicated genotypes. **(A-C)** Data are representative of triplicate biological replicates. Nuclei labelled with DAPI are shown in white. (**D)** Quantification of *Foxl2*, *Sox9*, and *Amh* transcripts after normalization to *Gapdh* by RT-qPCR. Data are shown as means ± SEM. *-KTS KO: -KTS^-^/-KTS^-^*.

**Fig. 3:**
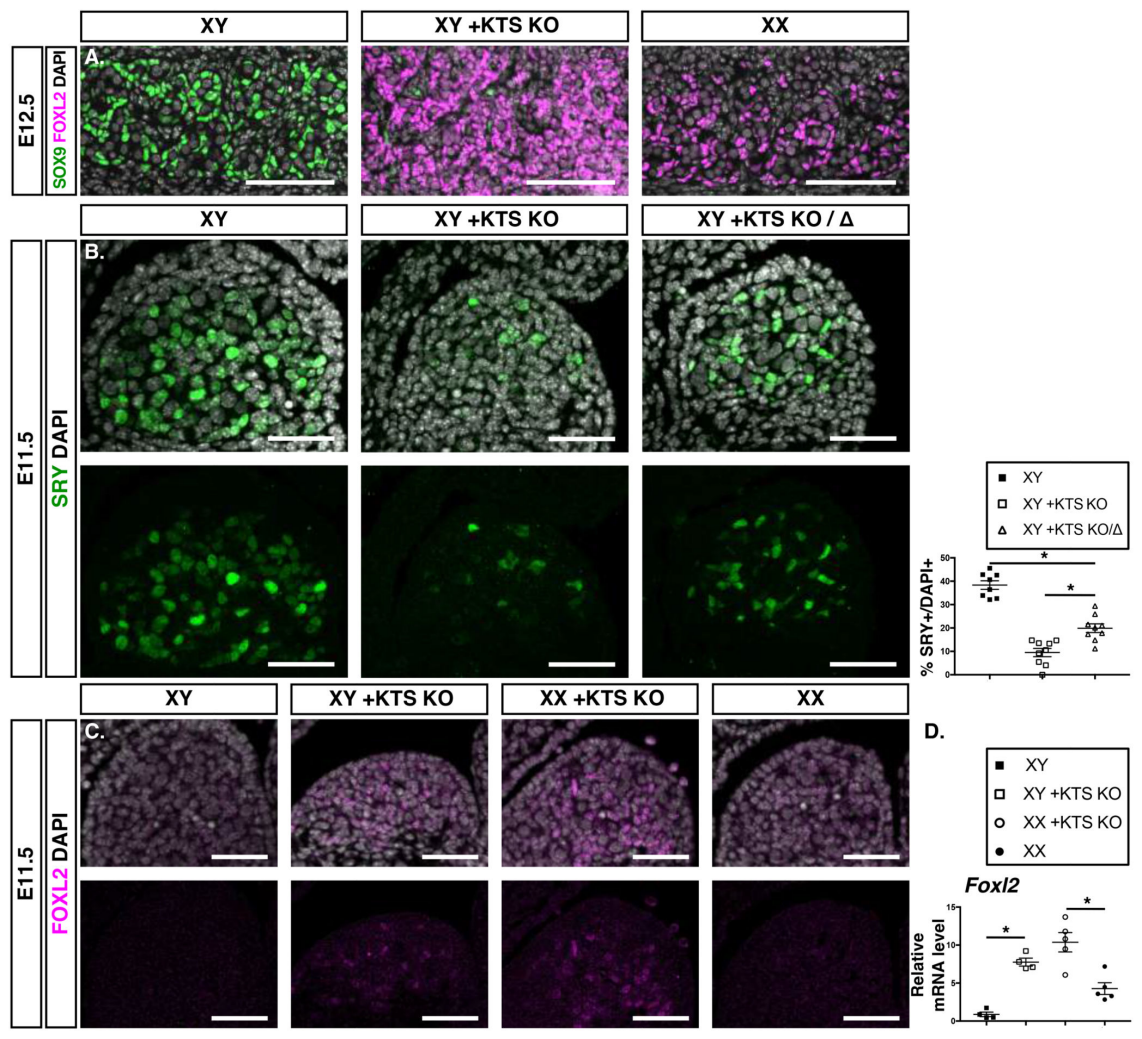
Early pre-granulosa cell differentiation occurs in XY and XX *+KTS KO* gonads. **(A)** Immunofluorescence of the Sertoli cell marker SOX9 (green) and the pre-granulosa cell marker FOXL2 (magenta) in indicated genotypes at E12.5 (n=4). Scale bars: 100 μm. **(B)** Immunostaining of SRY (green) at E11.5 (21±1ts) in XY, XY *+KTS KO* (*+KTS^-^/+KTS^-^*), and XY compound heterozygotes *(+KTS KO/Δ: +KTS/Wt1-)*. Scale bars: 50 μm. Quantification of SRY+ cells normalized to DAPI+ cells labeled in white in the upper panel. n=4, 2 sections/embryo. Data are shown as means ± SEM. **(C)** Immunodetection of the pre-granulosa cell marker FOXL2 in indicated genotypes of triplicate biological replicates at 20-21ts. Scale bars: 50 μm. **(D)** Relative mRNA expression of *Foxl2* normalized to *Gapdh* at 20-21ts. Data are shown as means ± SEM.

**Fig. 4:**
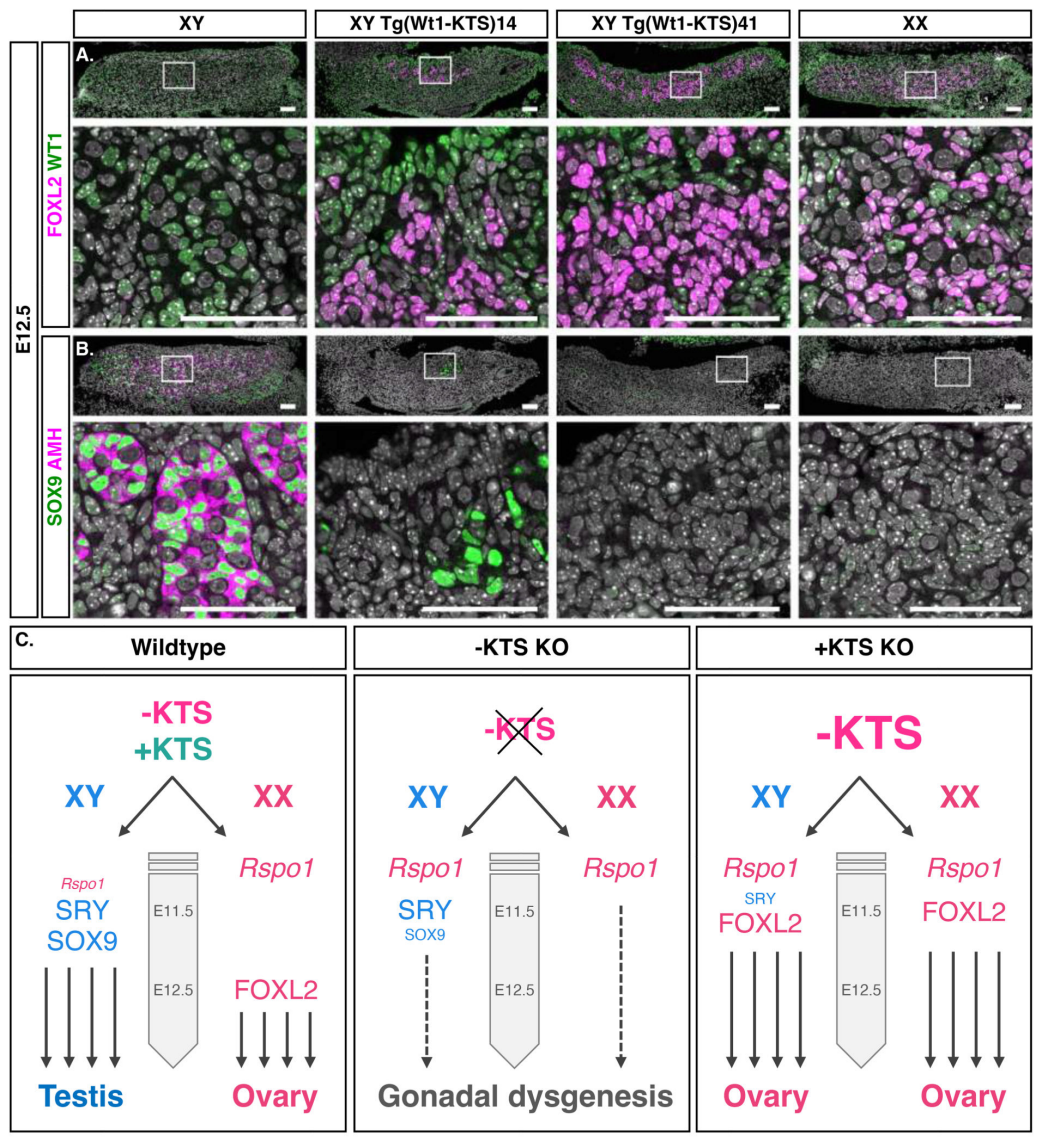
*-KTS* induces pre-granulosa cell differentiation in XY transgenic gonads. (**A**) Immunofluorescence of the pre-granulosa cell marker FOXL2 (magenta) and WT1 (green) in the indicated genotypes at E12.5. Scale bars: 50 μm. **(B)** Immunostaining of the Sertoli cell markers SOX9 (green) and AMH (magenta) in indicated genotypes. Scale bars: 50 μm. **(C)** Model of supporting cell differentiation in wild-type and *KTS* mutant gonads: absence of *-KTS* in *-KTS KO* gonads promotes the maintenance of *Rspol* transcripts and impairs SOX9 and FOXL2 expression leading to gonadal dysgenesis. Increasing -KTS in *+KTS KO* gonads results in ovarian differentiation in both genetic sexes.

## Data Availability

All data are available in the manuscript or the supplementary materials. The scRNA-seq datasets are available at NCBI Gene Expression Omnibus GEO: GSE207097 and in articles cited in the paper. Programs developed are available on Zenodo (32–34).

# Supplementary material for: The -KTS splice variant of WT1 is essential for ovarian determination in mice
**Source:** Science. Author manuscript; Available in PMC 2023 Nov 16.
**Supplement:** Supplementary Material

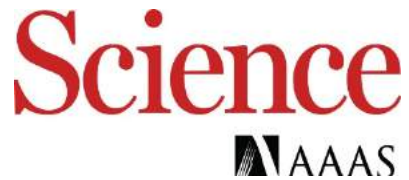

## Supplementary Materials for

### **The -KTS splice variant of WT1 is essential for ovarian determination in mice**

Elodie P Gregoire<sup>1</sup>, Marie-Cécile De Cian<sup>1†</sup>, Roberta Migale<sup>2†</sup>, Aitana Perea-Gomez<sup>1</sup>, Sébastien Schaub<sup>3</sup>, Natividad Bellido-Carreras<sup>1</sup>, Isabelle Stévant<sup>4,5</sup>, Chloé Mayère<sup>4,5</sup>, Yasmine Neirijnck<sup>1</sup>, Agnès Loubat<sup>1</sup>, Paul Rivaud<sup>6</sup>, Miriam Llorian Sopena<sup>2</sup>, Simon Lachambre<sup>7</sup>, Margot M. Linssen<sup>8</sup>, Peter Hohenstein<sup>8</sup>, Robin Lovell-Badge<sup>2</sup>, Serge Nef<sup>4,5</sup>, Frédéric Chalmel<sup>6</sup>, Andreas Schedl<sup>1</sup>, Marie-Christine Chaboissier<sup>1\*</sup>.

#### **This PDF file includes:**

Materials and Methods  
Figs. S1 to S9  
Tables S1 to S3  
References (35–49)

#### **Other Supplementary Materials for this manuscript include the following:**

Data S1 to S4

## Materials and Methods

### Mouse strains and genotyping

All experiments described herein were conducted in compliance with the relevant institutional and French animal welfare laws and policies. Mouse lines were kept on a mixed background B6CBAF1/JRj. The *Wtl<sup>tm1Jae</sup>* (referred to as  $\Delta$ ), KTS (*-KTS<sup>-/-</sup>* referred to as *-KTS KO*) and Frasier (*+KTS<sup>-/+</sup>* referred to as *+KTS KO*) lines have been described previously in (15, 20). Heterozygous *+KTS<sup>-/+</sup>* were mated to  $\Delta$ / $+$  mice to obtain compound heterozygous referred to as *+KTS KO/ $\Delta$*  embryos. The day of the presence of a vaginal plug was marked embryonic day 0.5 (E0.5). Embryos collected at E11.5-12.0 were staged by counting the number of tail somites (ts) with 18 ts corresponding to E11.5 (35). The day of delivery was defined as post-natal day 0 (P0). The genotyping was performed on lysates of tail tips or ear biopsies as described previously in (20, 36). The primers are listed in Table S2.

**BAC *Wtl-KTS* transgenic line:** BAC *Wtl*, RP24-67H19 (37) was obtained from the Children's Hospital Oakland Research Institute (CHORI, USA) and modified by recombineering techniques performed by Gen-H GmbH (Genetic Engineering Heidelberg) by insertion of the point mutation T $\rightarrow$ C in the second splice donor site at position +2 in intron 9 as described in (20). This promotes the expression of *-KTS* and prevents the synthesis of *+KTS* variants. The BAC was digested by NotI to obtain linear DNA and dialyzed against 10 mM Tris:HCl pH7.4, 0.1 mM EDTA to a final concentration of 2 ng/ $\mu$ l (Fig. S9A). Microinjection was performed using fertilized oocytes as described in (37). The embryos were collected at E12.5 from the fosters, genotyped as described in (20), and gonads were processed for immunological analyses. Four XY transgenic embryos *Tg*(RP24-67H19; *Wtl-KTS*) were obtained with different degrees of mosaicism. The transgenic embryos denoted *Tg(Wtl-KTS)14* and *Tg(Wtl-KTS)41* are shown in Fig. 4A-B, Fig. S9B.

### In situ hybridization

Tissues were fixed overnight at room temperature with 4% paraformaldehyde, processed for paraffin embedding, and sectioned at 5  $\mu$ m thick. *Rspo1* mRNA were detected using the RNAscope technology (479591 probe) and *-KTS* and *+KTS* variants using the Basescope Duplex Detection Kit (715291-C2 and 715281 probes, respectively). The protocol was performed according to Advanced Cell's instructions using the chromogenic Fast Red or Fast Green dye. Slides were counterstained with Hoechst, and images were obtained on microscopes (LSM780, AxioObserver and Axiovert 200M, Carl Zeiss).

### Image analysis of Basescope in situ hybridization

The image acquisition was performed with a Axiovert 200M (Zeiss) with 10x/0.3 objective equipped with an Andor Neo camera. From this setup, an analysis was carried out in 4 steps, called DIChisto. First, we developed in Metamorph (Molecular Devices, Sunnyvale, CA) a program to acquire sequentially, in DIC, the wavelength range 440/60, 525/50, and 605/70 corresponding to color camera RGB (but without Bayer demosaicing artefact). After an auto-calibration step (optimizing exposures for global white balance), the process could be inserted in multi-dimensional acquisition (Z, time, mosaic) and combined with fluorescence. Second, we developed in Matlab (The Mathworks, Natick US), a program to quantify the amount of Basescope staining of *+KTS* and *-KTS* staining from raw images. We corrected inhomogeneous illumination with a local white balance. After converting in HSL, we extracted "FHisto" signals corresponding to the saturation value filtered based on hue for *+KTS* and *-KTS* (and to a lesser extent the luminance). The luminance channel corresponds to the monochromatic DIC image. Then this generated a

multi-channel stack including FHistos, DIC, and fluorescence channels (DAPI and others if any).  
Third, we developed a set of ImageJ macros that is designed for interactive whiteboard. We drew  
manually the nuclei of the gonad (a second category has been defined for indiscernible nuclei).  
Then the program quantified the statistics per image including the area of +KTS and -KTS per  
nucleus and in the cytoplasm. And fourth, we summarized all statistical parameters developing  
another Matlab program. All programs with test images are available (32).

### Immunological analyses

Gonad samples were fixed, embedded, and sectioned as described for in situ hybridization.  
Sections were rehydrated, boiled in a pressure cooker for 2 min with Antigen Unmasking Solution  
(Vector laboratories), and blocked in PBS solution containing 10% normal donkey serum and 3%  
BSA. All antibodies were applied overnight at 4 °C at the concentrations listed in Table S3. Alexa-  
conjugated secondary antibodies were diluted 1:200 and applied at room temperature for 1 h.  
Slides were counterstained with DAPI diluted in the mounting medium (Vectashield, Vector  
Laboratories). The images were generated with a motorized Axio Imager Z1 microscope (Zeiss)  
or with confocal laser scanning microscope (LSM780, Carl Zeiss). For wholemount  
immunofluorescence, the protocol was performed as described in (38). The 3D reconstitution of  
SOX9 staining have been processed with Imaris 9.1 Bitplane.

### Image post-treatments

Image post-treatments were performed on Z-stack maximum intensity projection using a  
homemade semi-automated macro on ImageJ software (National Institutes of Health) available on  
Zenodo (33, 34).

### Quantification of RUNX1 and NR2F2 positive cells.

Gonadal Region Of Interest (ROI) was drawn manually, and nuclei were segmented upon DAPI  
staining using Versatile (fluorescent nuclei) model from Stardist Deep Learning plugin (39).  
Thresholds defining RUNX1 of NR2F2 cell positiveness were adjusted and applied to each nuclei  
area defined by Stardist to obtain the number of cells positive for RUNX1, NR2F2, double positive,  
or double negative (33) (Fig. S4A). For each genotype, 2 gonads of 3 or 4 biological replicates  
were analyzed. Statistical significance was determined with Student's unpaired two-tailed t-test  
(GraphPad Prism v.7.0b). \* indicates  $p$ -value  $\leq 0.05$ ; ns indicates  $p$ -value  $> 0.05$ .

### Quantification of WT1 signal intensity

Gonadal WT1 signal was determined as the WT1 signal colocalized with GATA4 immunostaining  
(GATA4-positive cells allow manual surrounding of the gonad) and stored in region of interest  
(ROI) manager as gonad ROI (Fig. S6D). Automatic mean threshold adjustment was performed  
on WT1 signal intensity and small object rejected using analyze particles filter (10-infinity). The  
mean signal intensity within the gonad ROI was quantified after threshold adjustment. The average  
takes into account the number of selected pixels and therefore the area. The comparison between  
each set of experiments was performed by adjusting the WT1 signal intensity of the XY control  
gonad in each set to the same level (34). For each genotype, 2 sections and 4 biological replicates.  
Statistical significance was determined with Student's unpaired two-tailed t-test (GraphPad Prism  
v.7.0b). ns indicates  $p$ -value  $> 0.05$ .

### Image processing

The DAPI/Hoechst staining marked the nuclei and was adjusted to visualize the tissues and may  
vary between samples. However, for the immunostaining analysis, the exposure time of the

acquisition of the fluorescent signal was identical in the same experiment to allow comparison between wild type and mutants. Images were assembled using the open-source software platform OMERO (<https://www.openmicroscopy.org/omero/>).

### Quantitative PCR analysis

Individual gonads were dissected from the mesonephros in PBS and immediately frozen in liquid nitrogen and kept at -80 °C. RNA was extracted by the RNeasy Micro Kit (Qiagen) and reverse transcribed by the MMLV reverse transcriptase (Promega). The cDNA was used as a template for quantitative PCR analysis using the SYBR Green I Master (Roche) and a LightCycler 480 System (Roche). Primer sequences are listed in Table S2. All biological replicates of different genotypes (n=3-5) are representative of independent duplicate technical replicates. Statistical significance was determined with Student's unpaired two-tailed t-test (GraphPad Prism v.7.0b). \* indicates  $p$ -value  $\leq 0.05$ ; ns indicates  $p$ -value  $> 0.05$ .

### Single-cell RNA transcriptomic analysis of XY gonads collected at E11.5

XY wild-type gonads were dissected from C57BL/6J embryos at E11.5 (21ts). Tissue was digested in 450  $\mu$ L of 0.05% Trypsin and 50  $\mu$ L of 2.5% collagenase and incubated for 8 minutes at 37°C. Digestion reaction was quenched with 200  $\mu$ L of PBS-FBS 3%, and genital ridges were disaggregated by gently pipetting. Cells were passed through a 30  $\mu$ M cell strainer into a tube to obtain single cell suspension. MoFlo XDP fluorescence-activated cell sorting (FACS) was used to isolate single cells into a chilled 96-well plate pre-loaded with 12.5  $\mu$ L of CDS sorting solution (SMARTseq HT Takara Bio cat. # 634437).

Following cDNA synthesis and amplification with SMARTseq HT kit, cDNA quality was assessed by TapeStation. A total of 49 cells out of 60 passed the quality checks, and indexed libraries were prepared using Nextera XT DNA Sample Preparation kit and multiplexed.

RNA-Seq libraries were sequenced as 100 bp paired-end reads using the Illumina HiSeq4000 platform at a depth of 10M reads per cell.

Reads were aligned to the Ensembl mouse reference GRm38 (release 89) using STAR (v2.5.2a) with default parameters (40). Gene level quantification was performed using RSEM (v1.3.0) (41), and junction counts corresponding to the region of interest were extracted using BEDTools (v 2.27.1) (42). To quantify the *KTS* splice variants, we used uniquely mapped reads and calculated the percent spliced in (PSI) as the fraction of reads mapping to the +*KTS* or -*KTS* variants divided by the sum of both.

### Single-cell RNA transcriptomic analysis of wildtype, -*KTS KO*, and +*KTS KO* gonads

E12.0 (23 $\pm$ 3ts) gonads from wild-type, -*KTS KO*, and +*KTS KO* mice (Table S1) were enzymatically dissociated for 10 min at 37°C using trypsin-EDTA 0.05% (Gibco, Fisher Scientific, Hampton, NH). After centrifugation, single cells were loaded on a 10 $\times$  Chromium instrument (10 $\times$  Genomics, Pleasanton, CA). Single-cell RNA sequencing libraries were prepared using the Chromium Single Cell 3', version 3, reagent kit (10 $\times$  Genomics), according to the manufacturer's protocol. Each genotype was performed in two independent replicates. The library quantification and quality assessment were performed using an Agilent Bioanalyzer 2100 with a high sensitivity DNA chip (Agilent Technologies, Santa Clara, CA). The libraries were diluted, pooled, and sequenced using an Illumina HiSeq4000 using paired-end 29  $\times$  101 bp as the sequencing mode.

Fastq files were processed with CellRanger (v6.0), and the resulting count matrices were aggregated with the Read10X function implemented in Seurat (v4.0.1) (43). Doublets were filtered

out independently in each individual matrix by using the DoubletFinder R package (v.2.0.2) (44). We next filtered out low-quality cells by retaining cells that expressed  $\geq 1000$  genes and had mitochondrial content  $\leq 10\%$ . Data were normalized using the NormalizeData and the SCT function implemented into Seurat. The top-3000 most varying genes were used to perform a principal component analysis with the RunPCA function implemented in Seurat. Cells were then clustered by using Seurat graph-based clustering (FindNeighbors and FindClusters functions) on the top-50 principal components, with default parameters. Finally, we used the Uniform Manifold Approximation and Projection (UMAP) method (RunUMAP function) to project cells in a 2D space. Cell clusters were annotated using a set of known marker genes. The FindMarkers function implemented in Seurat was used to identify significantly differentially expressed genes (DEGs) (FDR adjusted p-value  $\leq 0.05$ ) between wildtype pre-granulosa cells (belonging to cell clusters c5 and c25) to XX and XY +*KTS KO* pre-granulosa cells (c10, c33), and between wildtype Sertoli cells (c12) to XX and XY +*KTS KO* pre-granulosa cells (c10, c33). The resulting set of DEGs was further partitioned into 9 clusters by using the kmeans algorithm graphically represented as a heatmap with color-coding as shown in Fig. S7 using the pheatmap package implemented in R. Gene ontology (GO) and pathway enrichment analysis was conducted for each gene expression cluster using the AMEN suite of tools (45) with an BH-adjusted p value of  $\leq 0.05$ . 

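Data S4 gives each gene's average expression and the percentage of cells with its transcript in an "in" group and an "out" group, a fold change, an adjusted p and the label up or down. It holds 241 genes labelled up and 240 labelled down for XX -KTS KO, and 189 labelled up and 129 labelled down for XX +KTS KO. Multiplied by the 4406 XX WT cells of Fig. S8, the "in" percentages give whole numbers of cells, to within 0.02 cells, in 481 of 481 and 318 of 318 entries. The "out" percentages do so when multiplied by the 1621 XX -KTS KO or the 299 XX +KTS KO cells. The "in" percentages multiplied by the mutant cell numbers give whole numbers in 30 of 481 and 14 of 318 entries. The label up thus stands beside genes whose average is higher in XX WT. In the library sums analysed here, the log2 fold change from XX WT to the mutant had the sign of the difference between the out and in averages for 100% of the genes tested in XX -KTS KO and for 317 of 317 genes in XX +KTS KO.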

The FindAllMarkers function implemented in Seurat was used to identify significantly differentially expressed genes (DEGs) (FDR adjusted p-value  $\leq 0.05$ ) between cell clusters in Fig. S8.

#### **Quantification of alternative splice variants +*KTS* and -*KTS* in single-cell transcriptomic dataset of supporting cell lineage**

To calculate the usage of the +*KTS* and -*KTS* transcript along gonadal development in both sexes, we used the single-cell RNA-sequencing data described in (8, 46) (GEO GSE97519 and GSE119766, respectively). Briefly, the data were obtained from *Nr5a1* expressing cells of embryonic gonads of both sexes using the C1 autoprep system from Fluidigm at different time points of the gonadal development (E10.5, E11.5, E12.5, and E13.5). Their transcriptomes were mapped on the mouse reference genome (GRCm38.p3) and the genome annotation from GENCODE (version M4, modified to integrate the GFP transgene). Cells were then clustered according to their transcriptomic profiles using the HCPC clustering method from FactoMineR R package, and the cellular identity of each cluster was assessed by the co-expression of known gonadal cell marker genes. Cell lineage reconstruction was performed using Slingshot and diffusion map from the Destiny R package to model the trajectory of the cell differentiation.

To quantify the -*KTS* transcripts in each cell, we postulated that the exon 9 of *Wtl* is a constitutive exon, that is always present in the *Wtl* transcript. The quantity of +*KTS* transcripts was calculated by comparing the proportion of reads covering the *KTS* sequence compared to the rest of exon 9. To proceed, we extracted the reads of the *Wtl* gene locus from the BAM files using Samtools and only kept the uniquely mapped and properly paired reads. For each cell we calculated the mean depth of coverage (the number of times a nucleotide was read during sequencing) of the nucleotides of *KTS* and exon 9 of *Wtl* using the coverage option from Samtools. We selected the cells having at least 5 reads covering the *KTS* sequence and/or exon 9 to discard cells in which the exon quantification was too low and considered low confidence. Finally, we obtained the amount of +*KTS* and -*KTS* transcripts per cell by calculating the ratio of coverage of the *KTS* sequence compared to the exon 9. A cell with no coverage (no reads) on the *KTS* sequence was considered as devoid of +*KTS* (0%). Conversely, a cell having as much or more coverage on the *KTS* sequence than on exon 9 is considered having 100% of the +*KTS*. To estimate the expression of the respective +*KTS* and -*KTS* variants in each cell, we reported the percentage of +*KTS* and -*KTS* to the RPKM values previously calculated (8).

How the deposited data were processed for this re-analysis (not part of the article)

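The files hold single-cell RNA sequencing of mouse gonads at E12.0, in 2 libraries for each of 6 groups (XX and XY of WT, -KTS KO and +KTS KO). The authors made the deposited UMI counts per gene and barcode with Cell Ranger 6.0, without normalization, and no further step lies between those counts and the values given here than the ones named below. The unit of analysis was the library. Library totals over all barcodes ran from 108111924 to 147968666 UMIs. Of 103730 barcodes, 83513 had at least 1000 genes and at most 10% mitochondrial UMIs.

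Doublet scores were computed for each library with Scrublet as implemented in scanpy 1.11.5. Scrublet's own threshold called at most 3 barcodes in 9 of the 12 libraries, so the highest-scoring 0.8% per 1000 barcodes of each library were removed instead. Counts were normalized with sctransform 0.4.2, and the 3000 most variable genes, 50 principal components, 20 neighbours and a resolution of 0.8 were used for graph clustering in Seurat 5.3.0. Other versions were R 4.3.3, edgeR 4.0.16, DESeq2 1.42.0, Python 3.11.15, numpy 2.4.6, scipy 1.17.1 and pandas 2.3.3.

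The comparisons, their tests, the markers of each cell type, the alternatives and a rule for which genes are named were chosen before the data were examined. The rule covers the genes that the paper names for its single-cell data or as main markers, the sex-linked genes used to check the labels, and, for each comparison, the 5 genes with the largest rise and the 5 with the largest fall among those at an FDR of 0.05 with both libraries on one side of the other group and at least 20 CPM in the higher group. Cnksr1, Cyp11a1, Inha, Dhh and Star lie outside it where they are not among the largest changes, and were chosen after their values were seen. A few items that the rule or the marker lists cover are not reported by name.

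A cell type was in play for a cluster when at least 3 of its markers were raised and each detected in at least 20% of the cells. Its score was the mean log2 fold of its markers over all other cells, with a pseudocount of 5 CPM. Types with a score of at least 0.75 times the best were kept. Among these, the name went to the type with the most markers among the 10 leading genes, and then to the higher score. Leading genes had to be detected in at least 25% of cells. A cluster stayed unnamed when no type was in play, when its leading genes held more markers of another type, or when it was shallow for its libraries and had no marker among its leading genes. These thresholds were set after the clusters had been looked at. The clusters left without a name among gonadal somatic cells are given here with their shares. Cluster 0 held 36.1% of XX and 18.3% of XY +KTS KO gonadal somatic cells (0.668% and 35.0% in the XY libraries), and cluster 22 held 5.05% and 3.41%. Cluster 16 held 15.9% of XY WT and 2.34% of XX WT cells. Cluster 23 held 5.41% of XX WT and 2.82% of XX +KTS KO cells, and cluster 30 held 1.48% and 1.62%. Cluster 15 held 13.2% of XX -KTS KO, 2.98% of XY -KTS KO and 2.49% of XX +KTS KO cells. Cluster 33 held 0.739% of XY +KTS KO cells, and cluster 35 held 0.324%. Cluster 32 was named erythrocyte although platelet genes (Itga2b, Itgb3) were among its leading genes, and it lies outside the gonadal somatic cells. The list of 22 immediate early genes was written after the leading genes of clusters 10 and 17 had been seen, and it overlaps them.

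UMIs were summed over the gonadal somatic cells of each library (at least 57114667 UMIs) or over its supporting-lineage cells (at least 579707 UMIs). Sums were normalized with edgeR's TMM method, filtered with filterByExpr and tested with edgeR's quasi-likelihood test in a fit of 6 groups, with Benjamini-Hochberg adjustment. Comparisons between the sexes used autosomal genes. Shares of cells were compared between 4 -KTS KO and 4 WT libraries by exact permutation of the 70 splits. Upper limits beside a count of 0 stand for 3 counts and cover counting error only. For shares of cells with a UMI, each cell was thinned to 5000 UMIs and shallower cells were left out.

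The fit was tested on simulated data with 200 changed genes in each of 10 draws. In gonadal somatic cells, the settings of the comparison of XX -KTS KO with XX WT recovered 74.0% of 4-fold, 25.9% of 2-fold and 1.96% of 1.5-fold changes, and 7.51% of the calls were unchanged genes. For supporting-lineage cells, 80.8% of 4-fold and 26.4% of 2-fold changes were recovered in XX -KTS KO, and 14.3% of the calls were unchanged genes. In XX +KTS KO, 58.8% of 4-fold and 11.8% of 2-fold changes were recovered, and 3.56% of the calls were unchanged genes. Most changes of 2-fold or less were thus not recovered in the simulation. The real comparisons called more than 200 genes (2876 and 2772 for XX -KTS KO, 881 and 633 for XX +KTS KO). The Benjamini-Hochberg adjustment is stricter when fewer genes change, so recovery in the data may be higher than simulated.

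The alternatives were DESeq2, no filter on low counts, the replicate number as a block, fits to only the libraries compared, thinning of libraries, leaving out each replicate, the tail somite number as a covariate, other sets of summed cells, other gene and mitochondrial thresholds, other doublet handling and 5 other clusterings. Data S1 to S3 were left out because the copies read here are incomplete, and no value rests on them.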

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

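The fits with libraries thinned, with the tail somite covariate and without a replicate were planned, but taking them as tests of an explanation, and the tests of sex, genotype, stage order, handling, steroidogenic cells and XY RNA, were chosen only after the results were seen. For immediate early genes the expected outcome was written down before the clustering without them was run, but with a list of genes made after the leading genes of cluster 10 had been seen.

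Of 14 groups of values examined for a library far from the rest, 5 were of the +KTS KO, and in 3 of these 5 XY +KTS KO replicate 1 lay far from the other 3 libraries, where chance gives about 1 in 20. The Sertoli-like share carries no weight, since with 3 libraries at 0 any count in the remaining library stands apart. The immediate early genes carry none against chance either, since their list was made after the leading genes of clusters 10 and 17, mostly cells of this library, had been seen. Its pre-granulosa-like share was 46.9%, against 2.75%, 0.812% and 1.07%. Its Sertoli-like share was 0.0777%, which is 5 cells, against 0 in the others. Its immediate early genes summed to 4383 CPM in gonadal somatic cells, against 1458, 1954 and 1563 CPM, a gap of 0.831 of the range, which is just past the limit for 4 libraries. When the +KTS KO libraries alone were clustered without these genes (31 clusters), 86.8% of its 2924 cells of cluster 10 still lay in clusters made almost wholly of that library, against 86.1% with all genes (32 clusters). Whether these clusters keep the pre-granulosa-like name was not tested. A label of another sex is excluded by Xist at 0.0399 CPM, from 3 UMIs. A label of another genotype is argued against by 91.3% of its progenitor-like cells, which lay in clusters whose other cells were mostly +KTS KO. Of these 2794 cells, 1707 lay in cluster 17, which held only 111 cells of other libraries. A further 700 lay in cluster 8, where 80.6% of 2453 cells of other libraries were +KTS KO. A later stage of its embryo, at 26 tail somites against 20 to 23, stays open and may account for the share. Of 6 pre-granulosa markers, 66.7% rose in the order of tail somites over the 4 +KTS KO libraries, against 5.73% of 12854 genes, but there is 1 library per stage, and stage and library cannot be told apart. Dissociation or handling of that library also stays open for the immediate early genes. Relative to the highest of the 11 other libraries they were at 0.888 in germ-like, 1.12 in endothelial-like and 2.24 in gonadal somatic cells, so that germ-like cells do not share the rise, but cell types may respond differently and the cause cannot be told apart.

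The XX-XY difference was tested against that of the WT with an interaction term. For the -KTS KO, 519 autosomal genes differed. Amh was among them, at 9.30 on the log2 scale (edgeR's quasi-likelihood test, adjusted p = 0.00813), with 8.24 and an adjusted p of 0.491 without replicate 1 of each group and 10.02 and 0.208 without replicate 2, in a range of 2.04e-15 to 0.491 over 10 alternatives. Without replicate 1 edgeR called 0 genes (1157 at an unadjusted p under 0.05) and without replicate 2 it called 1, so the count rests on both replicates. DESeq2 called 1253 with all libraries and was not run without a replicate. Library size is not the whole cause, as 489 genes were called with libraries thinned to the smallest total. A trend with the recorded stage is not the whole cause either, as 536 were called with the tail somite number as a covariate. The covariate is approximate, since embryos of 20 to 25 tail somites make up XX -KTS KO replicate 2 and of 20 to 23 XY -KTS KO replicate 2, and stage within such libraries stays open. What stays open is a biological difference by genotype and sex, which is a hypothesis found and tested on the same data, and the few libraries per group.

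For the +KTS KO, the same test gave 649 genes, with 209 without replicate 1 and 580 without replicate 2 of each group. With libraries thinned it gave 585 genes, with the tail somite number as a covariate 290, and without replicate 1 the 209 above, so none of library size, a trend with the recorded stage and XY +KTS KO replicate 1 is the whole cause, while stage and replicate 1 each may account for part. Amh was at 8.21 (edgeR, adjusted p = 0.00263, past the threshold in 10 of 10 alternatives). Foxl2 was at -5.25 (edgeR, adjusted p = 0.0151, lost with 0.056 when only the libraries compared were fitted, the highest of a range from 7.1e-05). Fst was at -7.55 (edgeR, adjusted p = 0.0293, lost with 0.0794 in that fit, the highest of a range from 6.29e-05). Rspo1 was at -2.02 (edgeR, adjusted p = 0.0335, lost with 0.0954 in that fit and 0.0718 with the tail somite covariate, in a range from 0.000212). Pdgfa was at 1.74 (edgeR, adjusted p = 0.0356, lost in 4 of 10 alternatives, with 1.41 and 0.0638 without replicate 1, in a range of 0.000619 to 0.106).

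Cyp11a1, which the paper's text does not name but its supplementary lists hold, was higher in +KTS KO gonadal somatic cells, by a log2 fold change of 2.83 in XX (edgeR, adjusted p = 0.0128) and 2.27 in XY (edgeR, adjusted p = 0.0163, range 4.08e-05 to 0.0867). In XX the call was lost without replicate 1 (3.03, edgeR, adjusted p = 0.199), without replicate 2 (2.63, adjusted p = 0.323) and with the tail somite covariate (2.15, adjusted p = 0.0789), in a range of 1.47e-07 to 0.323. Cyp11a1 was at 128 ± 44.9 CPM in +KTS KO (SD, n = 4 libraries) and 21.3 ± 6.44 CPM in WT gonadal somatic cells (n = 4). In the +KTS KO cells of clusters 0 and 22 it was at 323 ± 50.1 CPM (n = 3). XY +KTS KO replicate 1 is left out of that value because only 43 and 157 of its cells lay there, and its Cyp11a1 in all gonadal somatic cells was at 63.5 CPM, still above the highest WT library at 27.2 CPM. Steroidogenic cells of the adrenal gland or the interstitium brought with the tissue are argued against by Star, another abundant transcript of such cells. It was at 18.6 CPM in +KTS KO and 15.9 CPM in WT, a ratio of 1.17, where Cyp11a1 had a ratio of 6.00. Of the other markers of such cells, Cyp17a1 was at 3.91 CPM in +KTS KO and 0.925 CPM in WT, Insl3 at 1.45 and 0.118 CPM, Hsd3b1 at 1.34 and 0.978 CPM, Mc2r at 2.19 and 1.65 CPM, and Akr1b7 at 0.628 and 1.23 CPM, so that a small number of such cells is not excluded. Library size is argued against by the XX adjusted p of 0.0105 with libraries thinned (edgeR). The rises in XX and XY were not shown to differ (interaction 0.55, edgeR, adjusted p = 0.675). The stage of the embryos stays open in XX.

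Amh was higher in XX +KTS KO than in XX WT gonadal somatic cells, by 5.37 on the log2 scale (edgeR, adjusted p = 0.00453), with 4.31 and an adjusted p of 0.128 without replicate 1 and 6.14 and 0.0887 without replicate 2, in a range of 2.45e-11 to 0.128. The paper's text does not name Amh in XX +KTS KO gonads at E12.0. The libraries held 1853 and 633 Amh UMIs, or 15.0% and 5.90% of the XY WT level. Cells or RNA of an XY gonad are excluded, as the Y-linked genes reached at most 0.00846% of their XY WT level, from 0 and 1 UMI. Library size is excluded by the adjusted p of 0.00448 with libraries thinned (edgeR). A direct effect of the genotype stays open as a hypothesis found on these data.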

How the results depend on the processing

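The tests without clusters 26, 33 and 35 and on only the genes higher in 1 of the WT cell types were chosen after the data were seen. A count of genes is called unchanged within 1.5 times its value, a main count of 0 only at 0. A gene is called weaker or stronger when it crosses the FDR threshold, and reversed when its sign flips with a call on either side.

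Of 143 values of the main results under alternatives other than leaving out a replicate, 94 stayed the same, 1 lost its side of the threshold and 48 moved. With 1 replicate of each group left out, 8 of 26 stayed the same and 18 moved. Of 1394 values of named genes, 1284 stayed the same, 69 became weaker, 38 stronger and 3 reversed, and of 278 with a replicate left out 196 stayed the same, 80 became weaker and 2 stronger. All 48 numbers of cells retained and 13 of 36 shares of cells with a UMI stayed the same. Where no cause is named for a change below, the cause was not tested.

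Leaving out replicate 1 or 2 of the groups compared changed most counts, with fewer libraries to estimate the spread. In gonadal somatic cells the counts were 334 and 529 for XX -KTS KO (2876 with all libraries), 7 and 5 for XX +KTS KO (881), 1224 and 1242 for XY -KTS KO (4146), 1101 and 3854 for XY +KTS KO (2184), 199 and 718 between XX and XY WT (2247), 0 and 0 between XX and XY -KTS KO (edgeR, 446 and 548 at an unadjusted p under 0.05, where DESeq2 called 8 with all libraries), and 11 and 1 between XX and XY +KTS KO (1). The XX-XY difference gave 0 and 1 for -KTS KO (519) and 209 and 580 for +KTS KO (649). In supporting-lineage cells they were 930 and 931 for XX -KTS KO (2772) and 26 and 55 for XX +KTS KO (633). A lone library was assumed to vary like the other groups. With a replicate left out, the exact permutation p was 0.333, the smallest that 6 splits allow, for the pre-supporting-like share, for Sertoli-like and pre-granulosa-like cells together and for supporting cells of any stage, so that no call could be made. For the Sertoli-like share alone it was 1.

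With the tail somite number as a covariate, counts fell to 1865 for XX -KTS KO and 209 for XX +KTS KO (132 higher and 77 lower, against 410 and 471), to 290 for the +KTS KO sex difference (197 and 93), and to 1558 and 128 in supporting-lineage XX -KTS KO and XX +KTS KO. Summing all kept cells gave 1463 for XX -KTS KO, 447 for XX +KTS KO, 2409 for XY -KTS KO, 1137 between XX and XY WT, 1 between XX and XY -KTS KO and 2 between XX and XY +KTS KO. Without a filter on low counts they were 1371 for XX +KTS KO, 4 and 8 between XX and XY -KTS KO and +KTS KO, 946 and 1167 for the -KTS KO and +KTS KO sex differences, and 1420 for supporting-lineage XX +KTS KO. DESeq2 called 1493 genes for XX +KTS KO, 8 and 21 between XX and XY -KTS KO and +KTS KO, and 1253 and 1439 for the sex differences. Fitting only the libraries compared gave 1499 for XX +KTS KO, 344 for XY +KTS KO (100 higher and 244 lower), 0 between XX and XY +KTS KO (edgeR, 264 at an unadjusted p under 0.05, DESeq2 21), 798 and 239 for the sex differences, and 1243 for supporting-lineage XX +KTS KO. Thinning libraries gave 0 between XX and XY +KTS KO (edgeR, 577 at an unadjusted p under 0.05, DESeq2 21), and 475 and 279 for supporting-lineage XX -KTS KO and XX +KTS KO, where fewer UMIs were tested.

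Replicate numbers do not pair the libraries. Over the 15 pairs of groups, the correlation of replicate differences across genes ran from -0.210 to 0.166 in gonadal somatic cells, where genes are not independent replicates. With the replicate number as a replicate block, the counts were 2714, 794, 3929 and 1938 for XX -KTS KO, XX +KTS KO, XY -KTS KO and XY +KTS KO, 2012, 0 and 0 between the sexes of WT, -KTS KO and +KTS KO (edgeR, 754 and 510 at an unadjusted p under 0.05 for the mutants, DESeq2 8 and 21), 419 and 487 for the sex differences of -KTS KO and +KTS KO, and 2763 and 620 in supporting-lineage XX -KTS KO and XX +KTS KO.

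For supporting-lineage XX +KTS KO, the count changed with the clustering: 304 at resolution 0.4, 105 at 1.2, 163 without the markers and X and Y genes, 209 without doublet removal and 3 with each genotype clustered on its own. The share of supporting cells of any stage differed by -17.5 points and, without the markers and X and Y genes, by -12.6 (exact permutation test, p = 0.0857). The share of pre-supporting-like cells differed by 20.4 points over both sexes together, and at resolution 1.2 by -2.45 (exact permutation test, p = 0.743). The sign changed in XY alone, with 9.87% in XY -KTS KO and 17.2% in XY WT, while XX -KTS KO at 6.24% stayed above XX WT at 3.78%. On log-normalized values the exact permutation test gave p = 0.143, with 18.9% and 0.0883% in XX and 24.3% and 18.4% in XY. The position of +KTS KO cells, 0.792, was 0.669 on genes higher in WT pre-granulosa, 0.887 on genes higher in WT Sertoli, 0.748 at resolution 1.2, 0.718 on log-normalized values and 0.723 with each genotype on its own. The share of Data S4 genes of XX +KTS KO with the sign of their label, 0%, was 1.26% at resolution 0.4, 1.89% at 1.2, 2.21% without the markers and X and Y genes, 11.7% on log-normalized values, 1.89% without doublet removal and 13.6% with each genotype on its own.

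In supporting-lineage XX +KTS KO, Sprr2d reversed to -4.20 on log-normalized values (edgeR, adjusted p = 0.0345, range 1.13e-18 to 0.907), and with each genotype on its own Amh was -5.79 (adjusted p = 0.955, range 2.11e-65 to 0.955) and Cyp11a1 -0.53 (edgeR, adjusted p = 0.94, range 4.01e-54 to 0.94). The XX +KTS KO profiles held 62 cells on log-normalized values and 8 with each genotype on its own.

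Without clusters 26, 33 and 35, the counts were 2857, 892, 4137 and 2165 for the 4 comparisons in gonadal somatic cells. The smallest supporting-lineage library held 579707 UMIs, which limits the genes that can be called there.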

Differences from the paper's values

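No test of a cause is reported here, and no alternative here was chosen after the values were seen. The paper tested cells, and here libraries were tested.

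The paper's number of genes deregulated in XX -KTS KO pre-supporting cells is 319, and the library sums gave 2772. Of the alternatives set before the data were examined, thinning every library to the smallest total, with 475 genes, was the only one whose value lay within 1.5 times of the paper's. The others did not, from 930 without replicate 1 to 3672 when only the libraries compared were fitted, and a limit of more than 1.2-fold left 2772.

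Data S4 holds 481 genes for this comparison, and again thinning (475) came within 1.5 times of the paper's number and the other alternatives, which are those just named, did not. For XX +KTS KO pre-granulosa cells the paper's Data S4 holds 318 genes, and the library sums gave 633. The numbers at resolution 0.4 (304), on log-normalized values (453) and with libraries thinned (279) lay within 1.5 times of 318. Those without a filter on low counts (1420), with the replicate number as a block (620), with the tail somite covariate (128), at resolution 1.2 (105), without the markers and X and Y genes (163), without doublet removal (209), with each genotype on its own (3), with DESeq2 (749), with only the libraries compared (1243), without replicate 1 (26), without replicate 2 (55), with more than 1.2-fold (633) and without mitochondrial, ribosomal protein and hemoglobin genes (633) did not.

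The paper states that Pdgfa and Tcf21 were lower and Igf2, Sprr2d, Wnt6 and Nr0b1 higher in XX -KTS KO pre-supporting cells. Here the log2 fold changes were 2.31 for Pdgfa, 3.91 for Tcf21, -2.65 for Igf2, -3.16 for Sprr2d, -1.17 for Wnt6 and -2.50 for Nr0b1. The paper also states that the last 4 were lower in XX +KTS KO pre-granulosa cells, and here their log2 fold changes were 1.08 for Igf2, 1.97 for Sprr2d, 0.52 for Wnt6 and 1.35 for Nr0b1, none past the threshold. Over the 15 alternatives the sign held for Igf2 alone, with -0.88 to 0.70 for Wnt6, -0.15 to 1.69 for Nr0b1 and -4.89 to 2.00 for Sprr2d. Sprr2d was lower and past the threshold on log-normalized values (-4.20, edgeR, adjusted p = 0.0345, range 1.13e-18 to 0.907). Over Data S4, 0% of the genes tested for XX -KTS KO and 0 of 317 for XX +KTS KO changed here in the direction of their label.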

Other observations

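The tests of the Data S4 labels and of neighbouring tissue were chosen after the results were seen, and those of the position between WT cell types were written down before.

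The labels of Data S4 run against the fold changes measured here. If the labels name the change from the side of the WT cells, the percentages of the labelled group must be whole numbers of XX WT cells, and they were in 481 of 481 entries for XX -KTS KO, within 0.02 cells. The labels are therefore consistent with a comparison of XX WT against the mutant. The directions that the text gives for Pdgfa, Tcf21, Igf2, Sprr2d, Wnt6 and Nr0b1 in XX -KTS KO also run opposite to those measured here. Whether the wording of the text follows these labels was not tested.

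Pre-supporting-like cells of the -KTS KO lay at 0.826 between WT Sertoli (0) and WT pre-granulosa cells (1), beside the +KTS KO cells. On the genes higher in WT pre-granulosa alone the -KTS KO cells lay at 0.647, but WT interstitial progenitor-like cells, which are neither cell type, also lay at 0.543 in XX and 0.249 in XY on them, and WT gonadal progenitor-like cells at 0.506 and 0.362. How much of the position rests on missing Sertoli genes therefore stays open. On all genes of the line, WT interstitial progenitor-like cells lay at 0.574 on average (0.653 in XX and 0.495 in XY, just under the middle). The line may thus place many cells that are not Sertoli cells on the pre-granulosa side, and no biological explanation was tested.

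Clusters 26, 33, 34 and 35, led by Hox, muscle and duct genes, held 804 cells, of which 98.4% came from XY +KTS KO replicate 2. Neighbouring tissue in that dissection is a candidate source, and a trait of this library alone could not be told from it.

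In XY -KTS KO gonadal somatic cells at E12.0, Sry was at 0.732 ± 0.0490 CPM (SD, n = 2) and in XY WT at 0.629 ± 0.395 CPM, a log2 fold change of 0.21 (standard error 0.49, edgeR, adjusted p = 0.794, range 0.542 to 0.907). In XY +KTS KO it was at 0.289 ± 0.0325 CPM (-1.16, edgeR, adjusted p = 0.175, range 0.176 to 0.485). Rspo1 was at 228 ± 7.65 CPM in XY -KTS KO and 54.1 ± 10.2 CPM in XY WT, a log2 fold change of 2.05 (edgeR, adjusted p = 0.00157), lost without replicate 1 (1.87, adjusted p = 0.056, range 7.46e-10 to 0.056). In XY +KTS KO it rose by 1.88 (edgeR, adjusted p = 0.0055), lost without replicate 1 (1.36, adjusted p = 0.0827, range 8.02e-08 to 0.0827). Amh in XY +KTS KO was at 19.9 ± 12.2 CPM, a log2 fold change from XY WT of -2.85 (edgeR, adjusted p = 0.0142, lost with 0.0803 when only the libraries compared were fitted, the highest of a range from 0.000146). Dhh, named after its values were seen, rose by 3.74 in XX +KTS KO (edgeR, adjusted p = 0.00154), lost without replicate 1 (3.45, adjusted p = 0.0912) and without replicate 2 (4.01, adjusted p = 0.0808), in a range of 8.36e-22 to 0.0912.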
